# Systematic Identification of Cell-Cell Communication Networks in the Developing Brain

**DOI:** 10.1016/j.isci.2019.10.026

**Published:** 2019-10-17

**Authors:** Bilal N. Sheikh, Olga Bondareva, Sukanya Guhathakurta, Tsz Hong Tsang, Katarzyna Sikora, Nadim Aizarani, Sagar, Herbert Holz, Dominic Grün, Lutz Hein, Asifa Akhtar

**Keywords:** Neuroscience, Developmental Neuroscience, Systems Neuroscience, Techniques in Neuroscience

## Abstract

Since the generation of cell-type specific knockout models, the importance of inter-cellular communication between neural, vascular, and microglial cells during neural development has been increasingly appreciated. However, the extent of communication between these major cell populations remains to be systematically mapped. Here, we describe EMBRACE (embryonic brain cell extraction using FACS), a method to simultaneously isolate neural, mural, endothelial, and microglial cells to more than 94% purity in ∼4 h. Utilizing EMBRACE we isolate, transcriptionally analyze, and build a cell-cell communication map of the developing mouse brain. We identify 1,710 unique ligand-receptor interactions between neural, endothelial, mural, and microglial cells *in silico* and experimentally confirm the APOE-LDLR, APOE-LRP1, VTN-KDR, and LAMA4-ITGB1 interactions in the E14.5 brain. We provide our data via the searchable “Brain interactome explorer”, available at https://mpi-ie.shinyapps.io/braininteractomeexplorer/. Together, this study provides a comprehensive map that reveals the richness of communication within the developing brain.

## Highlights

• Isolation of embryonic neural, mural, endothelial, and microglial cells to >94% purity
• Transcriptome analyses of neural, vascular, and microglial cells from E14.5 brain
• Generation of inter-cellular communication network with 1,710 unique interactions
• Established “Brain interactome explorer,” a searchable cell communication database

## Introduction

Embryonic development is a highly reproducible process that requires extensive communication between cells. Inter-cellular communication is particularly evident during the development and maturation of the mammalian brain. During embryonic development, human and murine brains consist primarily of neural stem cells that give rise to progenitors, which migrate into the developing cortex and differentiate into neurons (Jiang and Nardelli, 2016). In contrast, astrocytes and oligodendrocytes start to develop around the time of birth and are largely absent during prenatal development. In addition to the neural lineage, microglia, the resident immune cells of the central nervous system, as well as vascular endothelial cells and pericytes are also present in the developing brain (Alliot et al., 1999, Daneman et al., 2010b, Vasudevan et al., 2008). The presence and functionality of vascular cells and microglia is critical for proper neural development, and dysregulation of these cells results in severe neural disorders (Daneman et al., 2010b, Matcovitch-Natan et al., 2016, Mathys et al., 2017, Sengillo et al., 2013, Vasudevan et al., 2008). Indeed, neural cells not only communicate to impart particular cell fates upon each other (Barnabe-Heider et al., 2005, Yuzwa et al., 2016), but also communicate with developing vascular cells and microglia to guide their development (Haigh et al., 2003, Ma et al., 2017, Nikolakopoulou et al., 2013, Sellner et al., 2016). For instance, VEGF-A released by neural progenitor cells is detected by endothelial cells and is critical for proper angiogenesis and vascularization of the developing brain (Haigh et al., 2003). Similarly, endothelial cells are able to modulate the behavior of neural stem and progenitor cells (Crouch et al., 2015), as well as recruit vascular pericytes to ensure proper establishment of the blood-brain barrier (Hellstrom et al., 1999, Winkler et al., 2010). Simultaneously, pericytes provide differentiation signals for endothelial cells and modulate their function (Daneman et al., 2010b). Furthermore, microglia begin to enter the developing brain around E9 (Alliot et al., 1999, Stremmel et al., 2018) and modulate aspects of neural differentiation and synaptic structure (Nikolakopoulou et al., 2013, Paolicelli et al., 2011, Zhan et al., 2014). Despite the accumulation of evidence that interactions between neural cells, microglia, and vascular cells are critical for proper brain development, the identity of the molecules that mediate these inter-cellular interactions remains to be systematically mapped.

Fluorescence-activated cell sorting (FACS) is commonly used for the isolation and profiling of neural vascular cells and microglia. Microglia can be enriched using antibodies against CD11b and CD45 (Bennett et al., 2016, Datta et al., 2018, Mathys et al., 2017), whereas isolation of the mural cell population, which spans both pericytes and smooth muscle cells, typically relies on transgenic mice expressing fluorescent proteins under the *Pdgfrb* and *Cspg4* promoters (He et al., 2016, Vanlandewijck et al., 2018). Similarly, studies have utilized transgenic approaches such as *Tie2-GFP* (Daneman et al., 2010a, Zhang et al., 2014) and *Cldn5-GFP* (Vanlandewijck et al., 2018) animals for the isolation of endothelial cells. Given the time-consuming nature of transgenic animal production and crossing to mouse models of interest, researchers have been attempting to establish antibody-based methods for the isolation of vascular cells. Antibodies against CD13 (Crouch and Doetsch, 2018) and PDGFRβ (Epshtein et al., 2017) have recently been tested for the isolation of mural cells, whereas the use of antibodies against CD31 (PECAM1) is becoming more widespread for the isolation of endothelial cells (Crouch and Doetsch, 2018, Czupalla et al., 2018, Fan et al., 2014, Wang et al., 2019). The specificity of these markers has been confirmed using immunohistochemistry. However, the accuracy or purity of cell populations obtained from antibody-based FACS methods is yet to be quantifiably tested. Furthermore, given the importance of inter-cellular communication within the brain, a reliable and efficient method is still required to simultaneously isolate neural, vascular, and microglial cells to map changes in inter-cellular networks in genetically modified model systems.

In the current study, we describe EMBRACE (embryonic brain cell extraction using FACS), a method that allows for the simultaneous and rapid isolation of neural, mural, endothelial, and microglial cells from the embryonic brain. The combinations of cell-type specific markers utilized in EMBRACE permit it to achieve 94%–100% purity for each of the cell populations, which we validate through single cell RNA sequencing (scRNA-seq) analyses. To capture lowly expressed genes and to obtain better transcriptional resolution for in-depth analyses, we additionally perform low-input bulk RNA-seq on cell populations isolated by EMBRACE. Utilizing this transcriptomic data, we build a cell-cell communication network that reveals the richness and extent of communication within the developing brain.

## Results

### Sorting Strategy for the Isolation of Neural, Microglial, and Vascular Cells

In the current study, we set out to establish a protocol for the simultaneous isolation of neural, mural, endothelial, and microglial cells and systematically map interactions between these four cell types. We chose to focus our efforts on the E14.5 mouse brain for these analyses. The neural population in the E14.5 embryo consists primarily of neural stem and progenitors cells as well as migrating neurons (Jiang and Nardelli, 2016). Thus, cell dissociation methods are unlikely to cause excessive cell death as is common with mature neuronal populations, which possess extensive neurites. Furthermore, microglial seeding of the brain begins around E9 and is completed by E14.5 (Stremmel et al., 2018), suggesting that microglia would already be present and likely interacting with their native neural environment in the E14.5 brain. Neural vascularization and angiogenesis are also evident at E14.5 with the presence of maturing endothelial cells, active migration of tip cells, as well as recruitment and differentiation of mural cells (Tata et al., 2015). In fact, blood-brain barrier (BBB) maturation is completed around E15.5, suggesting that analyses at E14.5 are likely to reveal key factors required for BBB maturation.

To identify the most efficient method to dissociate E14.5 embryonic brains into a single cell suspension, we tested a number of enzymatic and non-enzymatic methods. We identified the combination of Liberase and DNase I as the most reliable method that gave the best cell viability (67.8%, Table S1). Therefore, we employed the combination of Liberase and DNase I for brain dissociation in all subsequent experiments.

To isolate the rare mural, endothelial, and microglial cell populations by FACS, we searched for cell surface proteins that are enriched in each of the cell types and screened for specific antibodies against these markers. We identified antibodies against PECAM1 (CD31) and CD102 that faithfully co-stained endothelial cells, as well as CD11b and CD45 antibodies that co-stained a microglial population (Figures 1A and 1B). We next searched for strongly expressed cell surface markers specific for the mural cell population. Utilizing a recently published single cell RNA sequencing dataset from the adult brain (Vanlandewijck et al., 2018), we chose to focus on *Pdgfrb* and *Cspg4* as they are both cell surface proteins and strongly expressed in all mural cells (Figures S1A–S1D). We screened antibodies against PDGFRβ and CSPG4 through immunofluorescence and FACS analyses and were able to identify a highly specific PDGFRβ antibody that we used in subsequent experiments (Figures 1C, 1D, and S1E–S1L).

**Figure 1:**
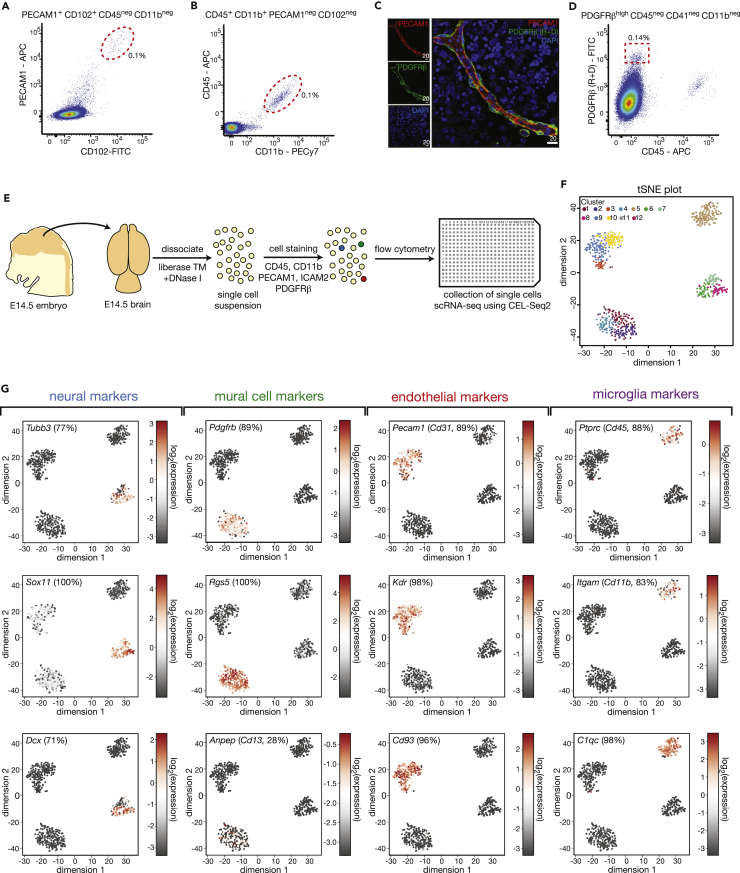
Identification of Cell Surface Markers for the Isolation of Neural, Microglial, and Vascular Cells (A) FACS plot showing enrichment of endothelial cells using PECAM1 and CD102 (ICAM2). (B) Exemplary FACS plot depicting the FACS strategy for the enrichment of microglia using CD11b and CD45. (C) Immunofluorescence image showing a blood vessel in the E14.5 brain stained for the mural cell marker PDGFRβ (green) and endothelial marker PECAM1 (red). The PDGFRβ antibody (from R+D) showed high specificity as evident by the strong peri-vascular staining. This is in contrast to other tested PDGFRβ and CSPG4 antibodies that showed unspecific staining (Figures S1H–S1L). Scale bars are provided in micrometers. (D) Sorting strategy for PDGFRβ-positive mural cells. (E) Schematic representation of scRNA-seq procedure used to test the specificity of the neural, microglial, and vascular cell isolation procedure. E14.5 mouse brains were dissociated using Liberase and DNase I, and the single cell suspension stained for selected cell surface markers followed by FACS of single cells into 384-well plates. Libraries for sequencing were prepared using the mCEL-Seq2 protocol. Cells were isolated in equal numbers from three independent wild-type E14.5 brains. (F) The t-distributed stochastic neighbor embedding (tSNE) plot generated with the RaceID3 package (Herman et al., 2018) of the 625 cells that were isolated using the selected cell surface markers and passed the filtering criteria (>1,500 unique transcripts). Twelve distinct clusters and four major cell populations were identified by unsupervised clustering. (G) Expression of neural, mural, endothelial, and microglial cell-type-specific genes. Each of the cell types was confined to one of the major clusters. Note the low levels of *Cd13* expression in the mural cell population. The numbers in parenthesis represent the proportion of cells in the respective cluster where marker expression was detectable. See also Figures S1 and S2.

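*Cd13* is the gene *Anpep* (ENSMUSG00000039062), on chromosome 7 of GRCm38 from 79821803 to 79861059. In the scRNA-seq of single sorted cells, at least 1 *Anpep* transcript was found in 52 of 210 mural cells, or 24.8% (exact 95% interval 19.1 to 31.2). The 3 plates gave 25.3%, 25.7% and 10%. In neural cells, which should lack the gene, it was found in 0 of 123 cells, which allows a share of up to 2.95%, and in endothelial cells in 0.444%. The median depth was 6885 transcripts per mural cell and 7717 per neural cell. After every cell was thinned to 1500 transcripts, the mural share was 2.86%. Scaled to a common total of transcripts (CPM), the mural cells held 35.8 CPM of *Anpep*, against 6523 for *Rgs5*, another mural marker. Intervals and limits of this kind cover counting error only.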

The identity of individual cells can be determined via scRNA-seq through the analyses of cellular transcriptomes (Grun and van Oudenaarden, 2015). 

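Cells from dissociated E14.5 mouse brain were sorted by FACS singly into wells, and each well was sequenced with mCEL-Seq2, which counts transcripts by molecular identifiers. The paper states that 3 independent wild-type brains were used. It does not state in its text whether a plate holds cells of 1 brain, so plates were treated as the replicates. The wild-type files cover 3 plates, with a sort gate given for each well. The gate taken as microglia is named there by CD45 medium and CD41 positive, while the paper's text gives CD11b and CD45 for microglia. The neural gate had 197 wells, the mural gate 295, the endothelial gate 368 and the microglia gate 134. Another 25 wells came from a PDGFRβ medium or low gate and 37 had no gate, and neither group was used for the 4 populations. The authors deposited expected transcript counts, in which the number of distinct molecular identifiers is corrected for identifiers drawn more than once. Spike-in transcripts were left out of each cell's total. Wells hold 1 sorted cell by design, and no doublet caller was run.

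For tests between populations, transcripts were summed over the cells of each sort gate on each plate, rounded, and compared with edgeR's quasi-likelihood test (TMM normalization, two-sided, Benjamini-Hochberg adjustment). The contrast was 1 population minus the mean of the other 3. The 12 sums held between 50756 and 959426 transcripts, and 9281 genes had enough counts to be tested. At an adjusted p under 0.05 and a difference over 10-fold, 479 genes were higher in neural cells, 275 in mural cells, 280 in endothelial cells and 428 in microglia. With no filter on low counts, the alternative that raised these numbers most among those that kept the 10-fold threshold, the numbers were 1029, 480, 543 and 786. Without plate 1, 2 or 3, the number for neural cells was 308, 288 and 623, where plate 3 held the fewest cells. In 419 of the 479 neural genes, or 87.5%, the 3 neural sums lay above the 9 others. The same held for 76% of the mural, 56.1% of the endothelial and 88.6% of the microglia genes, where a random gene would do so in 0.455% of cases. The genes were called on the same sums, so these shares describe them and are no test.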

To test the specificity of our selected markers and antibodies, we stained E14.5 brain cells with the pre-screened antibodies, isolated them using FACS and determined cell identity through scRNA-seq with the mCEL-Seq2 protocol (Figure 1E). We defined neural cells using a set of negative makers to ensure we were obtaining the full spectrum of neural cells present in the E14.5 brain (PECAM1^neg^, CD102^neg^, PDGFRβ^neg^, CD45^neg^, CD41^neg^). Endothelial cells, mural cells, and microglia were selected based on positive markers as indicated in Figures 1A, 1B, and 1D. 

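More than 1500 transcripts were found in 686 of the 994 wells with 1 of the 4 sort gates. These were 123 neural cells, 210 mural cells, 225 endothelial cells and 128 microglia. Plate 1 held 335 of them, plate 2 held 308 and plate 3 held 43. The cells kept had a median of 7576 transcripts, with a range from 1536 to 26352. Endothelial cells had a median of 6408 and microglia 10761. By plate, the medians were 7498, 7689 and 5275. With a minimum of 3000 transcripts, the alternative that moved the number most, 609 cells were kept.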

Following scRNA-seq, we filtered for cells with more than 1,500 transcripts, leading to the selection of 625 cells. Through unsupervised clustering of sorted cells using RaceID3 (Grun et al., 2015, Herman et al., 2018), we identified four major cell populations with 12 distinct clusters (Figure 1F). 

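The 686 cells were clustered into 12 groups with k-medoids on 1 minus the Pearson correlation of linearly scaled counts, the scheme that RaceID3 uses. RaceID3 itself was not run. Genes needed at least 5 scaled transcripts in at least 5 cells, which left 146 genes. A cluster was named after the population whose markers had the highest mean log2 ratio to the mean of the clusters. At least 3 of that population's markers had to be detected, and its mean had to lead each other population's by 1. No other population could have more markers among the 10 leading genes. By this rule 5 of the 12 clusters stayed without a name. Of the other clusters, 1 was neural, 2 were mural, 2 endothelial and 2 microglial. The name of the smaller endothelial cluster, of 18 cells, is doubtful, since 3 of its 10 leading genes were over 10-fold higher in neural cells of the bulk libraries and 1 in endothelial cells. The gene *Gm10800* made up 7.50% of all transcripts and 84.8% of the variance over the clustering genes. With Leiden clustering of log-normalized counts, every one of 10 clusters could be named.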

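Each of the 12 genes that follow was highest in its own population, both in the CPM of the sort gates and in the bulk libraries. Of the 12, 11 could be tested in the single-cell sums, and those 11 were over 10-fold higher in their population. The same 11 were higher when adjusted over the list alone. Since the study chose its genes on these samples, that count is not independent evidence.

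Among neural markers, *Tubb3* (ENSMUSG00000062380, chromosome 8 from 123411424 to 123422015) had a transcript in 73.2% of cells of the neural gate (exact 95% interval 64.4 to 80.8). In mural cells, which should lack it, the share was 8.57%. *Sox11* (ENSMUSG00000063632, chromosome 12 from 27334264 to 27342574) was found in 100% of neural cells (97.0 to 100) and also in 71.9% of mural and 71.1% of endothelial cells. Thinned to 1500 transcripts, the mural share was 31.4%. Neural cells held 3587 CPM of *Sox11*, mural cells 359 and endothelial cells 448. *Dcx* (ENSMUSG00000031285, chromosome X from 143855842 to 143933311) was found in 67.5% of neural cells (58.4 to 75.6).

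Among mural markers, *Pdgfrb* (ENSMUSG00000024620, chromosome 18 from 61045150 to 61085061) was found in 79.0% of mural cells (72.9 to 84.3) and in 2.44% of neural cells. *Rgs5* (ENSMUSG00000026678, chromosome 1 from 169655501 to 169695813) was found in 95.7% of mural cells (92.02 to 98.02) and in 20.9 to 25.2% of the cells of the other gates.

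Among endothelial markers, *Pecam1* (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628) was found in 80% of endothelial cells and in 15.6% of microglia. *Kdr* (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458) was found in 94.7%, and in 4.88% of neural cells. *Cd93* (ENSMUSG00000027435, chromosome 2 from 148436640 to 148443563) was found in 89.8%, and in 5.71% of mural cells.

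In microglia, *Ptprc* (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708) was found in 84.4% of cells, *Itgam* (ENSMUSG00000030786, chromosome 7 from 128062640 to 128118491) in 77.3% and *C1qc* (ENSMUSG00000036896, chromosome 4 from 136889804 to 136893065) in 96.1%. In endothelial cells, which should lack all of these, the shares were 3.11%, 3.56% and 8.89%.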

Each of the four major clusters specifically expressed markers of neural cells (*Tubb3*, *Sox11*, *Dcx*), mural cells (*Pdgfrb*, *Rgs5*, *Anpep*), endothelial cells (*Pecam1*, *Kdr*, *Cd93*), or microglia (*Ptprc*, *Itgam*, *C1qc*) (Figure 1G). We next correlated our selected cell surface markers to the identity of cells as determined by unsupervised clustering. We found that our selection criteria allowed us to isolate neural cells, mural cells, endothelial cells, and microglia to between 94% and 100% purity (Figures 2A–2E). Furthermore, each of the populations strongly expressed genes known to be important for their function (Figures 2F–2I, Tables S3–S6), whereas GO-term analyses showed significant enrichment of terms known to functionally correlate with each cell type (Figure 2J). Together, these analyses revealed that we were able to isolate the major cells within the developing brain, namely neural cells, mural cells, endothelial cells, and microglia, to high purity using a FACS-based strategy.

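Under the k-medoids clusters, 25 of 123 cells of the neural gate fell in a cluster named neural, or 20.3% (exact 95% interval 13.6 to 28.5). The shares were 33.8% for mural cells (27.4 to 40.6), 22.2% for endothelial cells (17.0 to 28.2) and 43.0% for microglia (34.3 to 52.0). Most of the remaining cells were in the clusters without a name, 60 of the neural, 127 of the mural, 143 of the endothelial and 55 of the microglia gate. The alternatives moved these shares. Leiden clustering placed 99.2% of neural cells (95.6 to 99.98), 91.9% of mural cells (87.4 to 95.2), 93.3% of endothelial cells (89.2 to 96.2) and 99.2% of microglia (95.7 to 99.98) in a cluster of their own population. Assigning each cell by its highest mean marker expression, without clusters, gave 99.2%, 92.4%, 92.0% and 99.2%. The k-medoids shares also moved with the plates. With *Gm10800* and mitochondrial genes left out of the k-medoids clustering, an alternative chosen after seeing the data, the shares were 78.9%, 78.6%, 62.2% and 86.7%, so the scheme limits what the k-medoids shares say about the sort. Without plate 1 the mural share was 8.70% and the endothelial share 4.76%, and without plate 2 the endothelial share was 42.9%. From the match between sort gate and cluster, the paper concludes that the 4 populations were isolated to high purity.

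**Figure D1:**
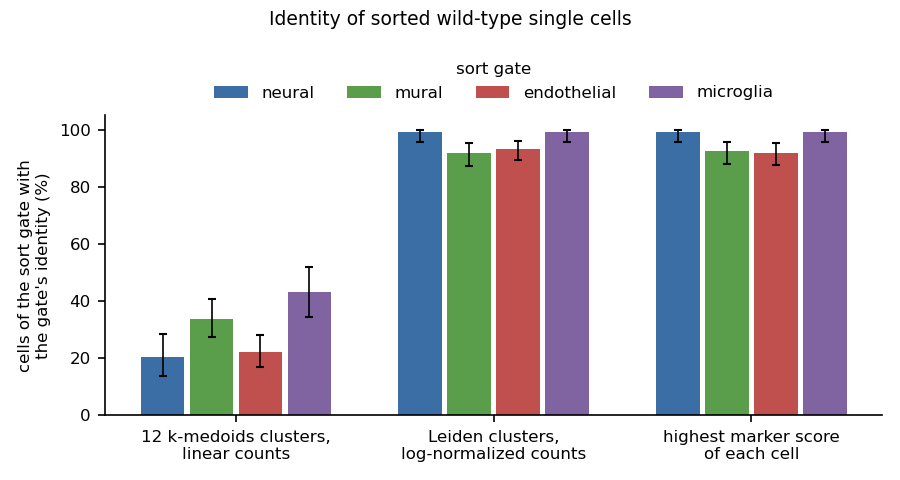
Share of the cells of each sort gate (bars, in percent) whose identity matched the gate, for the k-medoids clusters, the Leiden clusters and the assignment by marker expression. Error bars are exact 95% intervals. For neural cells the bars stand at 20.3%, 99.2% and 99.2%.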

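Figures 2F–2I name 10 genes for each population. In the single-cell sums all 40 were over 10-fold higher in the population the paper gives. The log2 fold changes ran from 4.56 to 6.74 for the neural genes, 4.53 to 7.06 for the mural genes, 4.56 to 8.58 for the endothelial genes and 6.95 to 8.66 for the microglia genes. Adjusted over the list alone, 10 of 10 genes of each list were higher, which is not independent evidence since the lists were chosen on these cells. In the bulk libraries, 9 of the 10 neural genes and all 30 others passed the same threshold. The exception was *Sox11*, with a bulk log2 difference of 2.00.

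Among called genes whose 3 sums lay above the 9 others, the largest log2 fold changes in the single-cell sums were led by *Neurod2* (ENSMUSG00000038255, chromosome 11 from 98325415 to 98329648) at 7.02 in neural cells. In mural cells *Foxs1* (ENSMUSG00000074676, chromosome 2 from 152931898 to 152933208) led at 7.47. In endothelial cells *Gm28045* had 8.91, *Cdh5* 8.72 and *Cldn5* (ENSMUSG00000041378, chromosome 16 from 18776847 to 18778262) 8.58. In microglia *C1qa* (ENSMUSG00000036887, chromosome 4 from 136895917 to 136898803) led at 8.88.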

**Figure 2:**
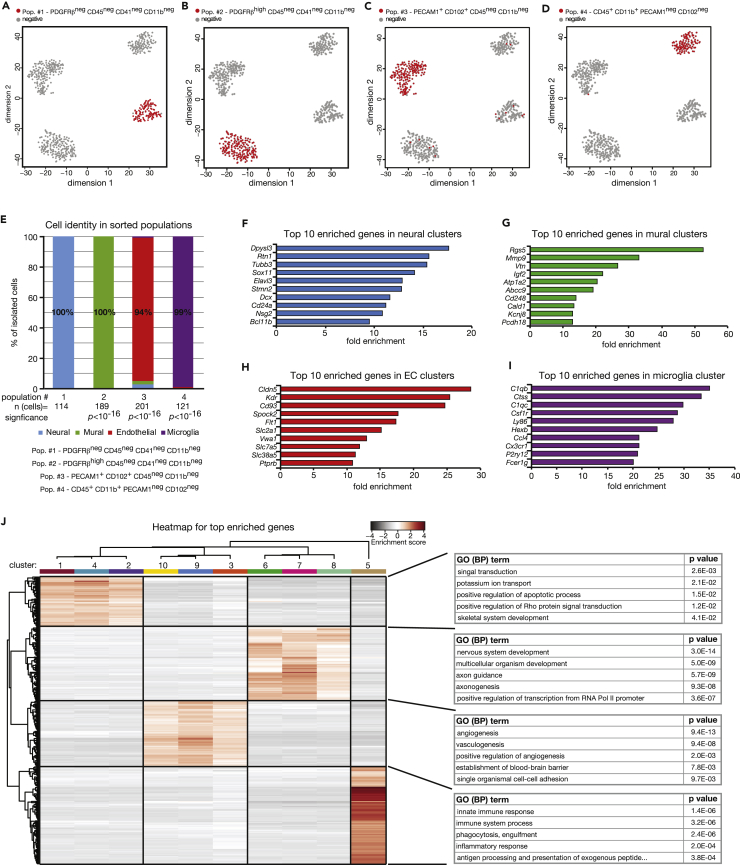
High Enrichment of Neural, Mural, Endothelial, and Microglial Cells Using EMBRACE (A–D) tSNE maps showing the clustering of cells sorted based on markers for (A) neural cells, (B) mural cells, (C) endothelial cells, and (D) microglia. (E) Identity of cells in each of the four EMBRACE-sorted populations based on the comparison of cell surface markers and cell identity, as specified by unsupervised hierarchical clustering of scRNA-seq data. (F–I) Top 10 genes enriched in (F) neural, (G) mural, (H) endothelial, and (I) microglia clusters. A more comprehensive list of genes enriched in each of the cell populations can be found in Tables S3–S6. (J) Heatmap depicting mean expression per cluster of top enriched genes in each cell population together with gene ontology analysis (biological process). The enrichment score was calculated by determining the expression of a particular gene in a specific cell cluster relative to the mean expression of that same gene across all cell clusters. See also Figure S2.

### Identification of Heterogeneity in Neural, Mural, and Endothelial Cell Populations

We next wanted to examine the extent of cellular heterogeneity within each of the cell populations. To this end, we analyzed the clusters within each of the four major cell populations. Neural, mural, and endothelial cell populations contained three distinct clusters each, indicating heterogeneity within each cell type (Figure 1F). On the other hand, only one microglial cluster was detectable, probably because of the small number of cells sequenced (Figure 1F, cluster 5). 

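The number of clusters per population depended on the method. The k-medoids clusters named after a population numbered 1 for neural cells and 2 each for mural cells, endothelial cells and microglia, with 1 doubtful name among the endothelial ones. Leiden clustering gave 3 neural, 3 mural and 3 endothelial clusters and 1 cluster of microglia. The 73 cells of the largest neural Leiden cluster were marked by *Sox2* and *Fabp7*. A second, of 42 cells, was marked by *Gad1* and *Gad2*, and the third, of 29 cells, by *Tbr1*, *Neurod2* and *Neurod6*. Among the mural clusters, 104 cells were marked by *Vtn* and *Higd1b*, 55 by *Abcc9* and *Itga11*, and 39 by *Ccnb1* and *Plk1*. The 136 cells of the largest endothelial cluster were marked by *Cldn5* and another 33 by *Apln*, *Cdk1* and *Plvap*. The remaining endothelial cluster of 45 cells had a median of 4420 transcripts per cell and was led by *Gm26917*, *Gm42519* and *Gm43940*. Of its leading genes, 0 were over 10-fold higher in endothelial cells of the bulk libraries, though 41 of its cells came from the endothelial gate. The cluster of microglia held 130 cells. Cells of a cluster may come from any sort gate.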

We identified a number of characteristic genes for each subpopulation using differential gene expression analysis between the clusters (Figure S2). 

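Heterogeneity within a population was measured as 1 minus the Pearson correlation between pairs of cells of the same gate and plate, after every cell was thinned to 1500 transcripts. The mean was 0.770 ± 0.0384 (SD, n = 3 plates) for neural cells, 0.750 ± 0.0671 for mural cells, 0.770 ± 0.0630 for endothelial cells and 0.748 ± 0.103 for microglia. Neural cells exceeded mural cells by 0.0201 and microglia by 0.0220 (exact permutation test, two-sided, p = 0.6 for each). The difference to endothelial cells was -7.05e-05 (exact permutation test, two-sided, p = 1). Neural cells were higher on 2 of the 3 plates in each comparison, the exception being plate 3, which held 6 to 14 cells per gate. Cells of another kind within a gate add to these distances. By marker expression, 8 of the 13 cells of the endothelial gate on plate 3 were endothelial-like and 3 neural-like. In the mural gate on plate 1, 13 of 95 cells were neural-like. The test does not pair the gates of a plate, and the smallest p that 3 plates against 3 allow is 0.1. On the 2000 most variable genes, the alternative that moved the values most, neural cells exceeded mural cells by 0.139, endothelial cells by 0.0317 and microglia by 0.208 (exact permutation p = 0.1, 0.8 and 0.1), and they were higher than mural cells and microglia on 3 of 3 plates.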

The greatest level of cellular heterogeneity was observed among the three neural clusters, reflecting the number of distinct neural stem and progenitor cells as well as distinct differentiating neurons found within the E14.5 brain (Figures S2A–S2D). Similarly, we detected three distinct cell states in the endothelial and mural cell clusters (Figures S2E–S2J), suggesting that our cell sorting procedure was indeed able to detect and isolate a range of neural, mural, and endothelial cell populations present in the mouse embryonic brain.

### Simultaneous Isolation and Analyses of Neural, Mural, Endothelial, and Microglial Cells Using EMBRACE

Although scRNA-seq is an ideal tool for detecting cellular heterogeneity and phenotypic shifts in cell populations, only the most strongly expressed transcripts are typically detected. This may hinder the ability to detect the complete transcriptome of cells and undertake detailed analyses of functionally important lowly expressed genes and transcription factors. For this purpose, we simultaneously collected neural cells (CD45^neg^, CD41^neg^, CD11b^neg^, PECAM1^neg^, CD102^neg^, PDGFRβ^neg^), mural cells (PDGFRβ^high^, PECAM1^neg^, CD102^neg^, CD45^neg^, CD41^neg^, CD11b^neg^), endothelial cells (PECAM1^+^, CD102^+^, CD45^neg^, CD41^neg^, CD11b^neg^, PDGFRβ^neg^), and microglia (CD45^medium^, CD11b^+^, PECAM1^neg^, PDGFRβ^neg^) from E14.5 brain samples by FACS using the markers that we had established (Figure 3A). We refer to this methodology as EMBRACE. Using EMBRACE, we obtained around 5.4 million neural cells, 4,000 mural cells, 4,000 endothelial cells, and 7,000 microglia from each E14.5 brain (Figure 3B). 

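RNA of the 4 sorted populations was sequenced for 3 wild-type E14.5 brains, which gives 12 bulk libraries. They are named after population and brain, as in N-340, N-343 and N-346 for neural cells. The deposited labels give different kits for the populations. Neural RNA was made into libraries with Illumina TruSeq, and RNA of the other 3 populations was amplified with SMART-Seq v4 and made into libraries with Nextera XT, so kit and population are confounded for neural cells. The authors deposited normalized counts, a signal in which the reads on each gene are divided by 1 factor per library. The paper's text does not name the aligner or the normalization. Whole reads could be recovered from the normalized counts. In neural cells 18900569, 45102322 and 98414914 reads were counted on genes in N-340, N-343 and N-346. In mural cells these were 63107352, 25099023 and 27766404, in endothelial cells 17638358, 21088739 and 20627492, and in microglia 29619163, 27227000 and 24464777. A single read was worth between 0.264 and 1.77 normalized counts, which sets the floor of each library.

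Populations were compared with limma on log2(normalized count + 1), as 1 population minus the mean of the other 3 (two-sided, Benjamini-Hochberg adjustment over 19765 genes with a mean normalized count of at least 10). The test treats all 12 libraries as independent. A gene was called enriched at an adjusted p under 0.05 and a difference over 10-fold. Values are given as the mean ± SD of 3 libraries per population. Beside them stands an exact permutation test of the 3 libraries of a population against the 9 others, whose smallest two-sided p is 0.00909.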

We analyzed the isolated cell population transcriptomes via RNA-seq. Compared with an average of 2,439 unique genes per cell in the single-cell RNA-seq experiments, we detected around 24,000 genes in the bulk population RNA-seq, giving us greater power for downstream analyses (Figure 3C). These observations were consistent with other scRNA-seq studies (Rosenberg et al., 2018, Vanlandewijck et al., 2018, Zeisel et al., 2018), which also detected between 677 and 3,254 unique genes per cell (Figure S3A). 

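A normalized count above 0 was found for 21945 ± 1919 genes per library (SD, n = 12). Neural libraries had 24477 ± 1439, mural libraries 21084 ± 1011, endothelial libraries 20278 ± 306 and microglia libraries 21942 ± 1471 (SD, n = 3 each). With a minimum of 10 normalized counts, the alternative that moved the number most, the mean was 16550.3. Neural libraries were then the lowest, with 16192.7, against 16472 in mural, 16466.7 in endothelial and 17070.0 in microglia libraries. Single cells had 2653 genes with at least 1 transcript (SD 1046, SEM 39.9, n = 686 cells). The means were 2757 in neural cells, 2570 in mural cells, 2489 in endothelial cells and 2976 in microglia. After thinning to 1500 transcripts the mean was 836 genes. Over all cells of a gate together, 15896 genes had a transcript in neural cells, 16880 in mural cells, 18095 in endothelial cells and 15232 in microglia.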

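Figure 3D names 25 markers, and all 25 were highest in the bulk libraries of the population the paper gives, and higher by limma's test. The log2 differences ran from 2.00 to 15.87, and 24 of the 25 were over 10-fold. Adjusted over the list alone, 25 were higher as well, which is not independent evidence where the study chose the markers on these samples. Each of the 25 stayed higher without any 1 of the brains.

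*Tubb3* had 31995 ± 2226 normalized counts (SD, n = 3) in neural cells, a log2 difference of 5.15 (SE 0.218, adjusted p = 1.5e-08, limma). *Sox11* had 38699 ± 1311 in neural cells but also 18062 ± 4901 in mural and 13029 ± 638 in endothelial cells, so it stayed below the 10-fold threshold. *Pdgfrb* had 13034 ± 2499 in mural cells and 260 ± 38.7 in neural cells, a log2 difference of 8.80 (SE 0.756, adjusted p = 9.1e-06, limma). *Anpep* had 2303 ± 972 in mural cells, with a log2 difference of 7.76. *Pecam1* had 20401 ± 3726 in endothelial cells, with a log2 difference of 7.99. *Ptprc* had 17758.5 ± 6320 in microglia, with a log2 difference of 13.07. In each of these 6 genes the 3 libraries of the population lay above the 9 others (exact permutation test, two-sided, p = 0.00909).

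The largest log2 differences among genes whose libraries did not overlap were *Gm42418* in neural cells (ENSMUSG00000098178, chromosome 17 from 39846958 to 39848788) at 13.97 and *Ednra* in mural cells (ENSMUSG00000031616, chromosome 8 from 77663031 to 77724464) at 12.59. In endothelial cells *Cldn5* led at 13.40, and in microglia *Ctss* (ENSMUSG00000038642, chromosome 3 from 95526786 to 95556403) at 15.87. *Gm42418* had 16182.5 ± 2690.5 normalized counts in neural cells and was listed at 0 in the 9 other libraries, but in the single cells its log2 fold change was -0.38. The next neural gene was *Reln* (ENSMUSG00000042453, chromosome 5 from 21884454 to 22344702) at 11.31.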

The EMBRACE-isolated cell populations were strongly enriched in their respective cell markers (Figure 3D and Tables S7–S10) and showed cell-type-appropriate biological functions in GO-term analyses (Figure 3E), thereby confirming their expected cell identities. Together, these analyses revealed that we could isolate highly enriched neural, mural, endothelial, and microglial cell populations via EMBRACE and detect a much richer transcriptome with bulk RNA-seq compared with scRNA-seq analyses.

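Over 10-fold enrichment was called for 2728 genes in neural cells, 987 in mural cells, 1241 in endothelial cells and 1634 in microglia. Of these, 2364 neural (86.7%), 593 mural (60.1%), 741 endothelial (59.7%) and 1221 microglia genes (74.7%) had all 3 libraries above the 9 others, where chance gives 0.455% of genes. Since these genes were called on the same libraries, the shares describe them and are no test. The threshold moved the numbers most. At 2-fold, 5728, 2663, 3052 and 3665 genes were called. Requiring 10-fold over the highest of the other 3 populations instead gave 1456, 287, 385 and 797. Of the bulk calls, 790 neural genes could be tested in the single-cell sums, and 767 of them (97.1%) were higher there too. The shares were 99.2% of 374 mural, 99.7% of 371 endothelial and 97.0% of 498 microglia genes. Over 10-fold enrichment in the single cells was called for 52.9% of those neural genes, 61.8% of the mural, 66.0% of the endothelial and 75.3% of the microglia genes.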

**Figure 3:**
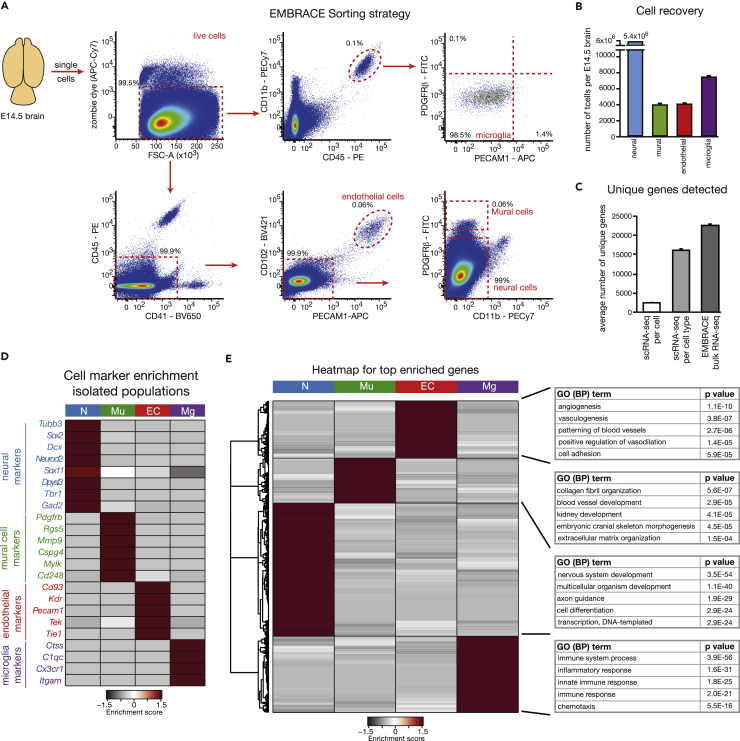
Population-Based Transcriptomic Analyses of Neural, Mural, Endothelial, and Microglial Cells Provide a Rich Cellular Transcriptome (A) EMBRACE sorting strategy with representative gating for the isolation of neural cells, mural cells, endothelial cells, and microglia. (B) Average numbers of cells recovered from each E14.5 brain. Error bars indicate mean ± SEM. N = 6 E14.5 brains for neural cells and N = 11 E14.5 brains for endothelial, mural, and microglial cells. (C) Mean number of unique genes detected per cell and per cell type in the scRNA-seq data, as well as in EMBRACE-based bulk RNA-seq experiments. Error bars indicate mean ± SEM. N = 625 single cells isolated from three independent brains with a minimum of 1,500 unique transcripts; N = 3 wild-type brains for bulk population-based analyses. (D) Enrichment of neural, mural, endothelial, and microglial markers in the four EMBRACE-enriched populations. A comprehensive list of genes enriched in each of the four populations is provided in Tables S7–S10. (E) Gene ontology (biological processes) analyses of the top enriched genes (enrichment >10-fold) in each of the four EMBRACE-isolated cell populations — neural, mural, endothelial, and microglial cells. The enrichment scores in (D) and (E) were calculated by determining the expression of a particular gene in a specific cell type relative to the mean expression of that same gene across all 4 EMBRACE-isolated cell populations. EC - endothelial cells; Mg - microglia; Mu - mural cells; N - neural cells. See also Figure S3.

### Building a Cell-Cell Interaction Database

To uncover potential communication between neural, mural, endothelial, and microglial cells in the developing mouse brain, we built an *in silico* cell-cell communication network via quantification of ligand-receptor interactions between the four different cell types. We utilized the ligand-receptor pair dataset generated by Ramilowski and co-workers to identify cell-cell interactions (Ramilowski et al., 2015). We filtered the bulk RNA-seq data for genes that showed an average expression of greater than 10 FPKM across all four cell types. 

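The deposited normalized counts are not scaled for gene length. For a length-scaled value, each normalized count was divided by the exon length of the gene in GENCODE vM21 and by the total of its library, scaled as FPKM are. The paper's list of pairs in Table S11 holds 1710 pairs of 481 ligands and 484 receptors. All of its 965 genes were found in the bulk libraries, 3 of them under an older symbol. The median length-scaled mean over the 4 populations was 1.62. Without scaling for length, 145 of the 965 genes had a mean normalized count under 10, and the lowest was 1.01.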

Consistent with the greater sensitivity of RNA-seq on bulk-sorted populations, we were able to identify 20-fold more cell-cell interactions in the bulk RNA-seq dataset compared with scRNA-seq data (Figures 4A and S3B–S3D). Indeed, our bioinformatics analyses predicted between 350 and 550 ligand-receptor interactions between each of the four different cell types with a total of 1,710 unique interactions based on the EMBRACE RNA-seq data, including extensive autocrine signaling (Figure 4B and Table S11). 

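With both genes above a mean of 10 length-scaled units over the 4 populations, 120 of the pairs in Table S11 were found in the bulk libraries, from 98 ligands and 94 receptors. In single cells, with both genes above 10 CPM averaged over the 4 gates, 454 pairs were found, from 169 ligands and 223 receptors. The ratio of bulk to single-cell pairs was 0.264. It depended on the unit and the minimum, which differ in scale between the methods. With normalized counts not scaled for length, the alternative that moved the ratio most upward, 1399 pairs were found in the bulk libraries and the ratio was 3.08. At a minimum of 50 the bulk libraries gave 6 pairs and the single cells 133. The list starts from the pairs of Table S11 and not from the full list of known pairs, so pairs seen only in single cells are not counted.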

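Table S11 flags the populations in which each ligand and each receptor counts as expressed. Counted from these flags, which are the paper's, the 16 combinations of source and target population held between 79 and 320 pairs. The most pairs ran from neural to neural cells and the fewest from neural cells to microglia and from microglia to mural cells. With the minimum of 10 length-scaled units in the source and in the target population instead, the combinations held between 50 pairs, from microglia to neural cells, and 119 pairs, from neural to neural cells. At a minimum of 1 the range over all combinations was 239 to 513. Without scaling for length it was 796 to 1008.

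The flags were also compared with the bulk values. A rule of more than 0.5 SD above the mean of the 4 populations on the log2 scale gave 94.1% of the 3860 flags. In limma's test, 764 of the 921 flags of 1 that could be tested (82.95%) were higher in the flagged population than in the mean of the others, and 560 over 10-fold. In 143 of the pairs the ligand or the receptor was flagged in no population.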

We have provided access to the complete inter-cellular communication database via the online “Brain interactome explorer” (https://mpi-ie.shinyapps.io/braininteractomeexplorer/).

**Figure 4:**
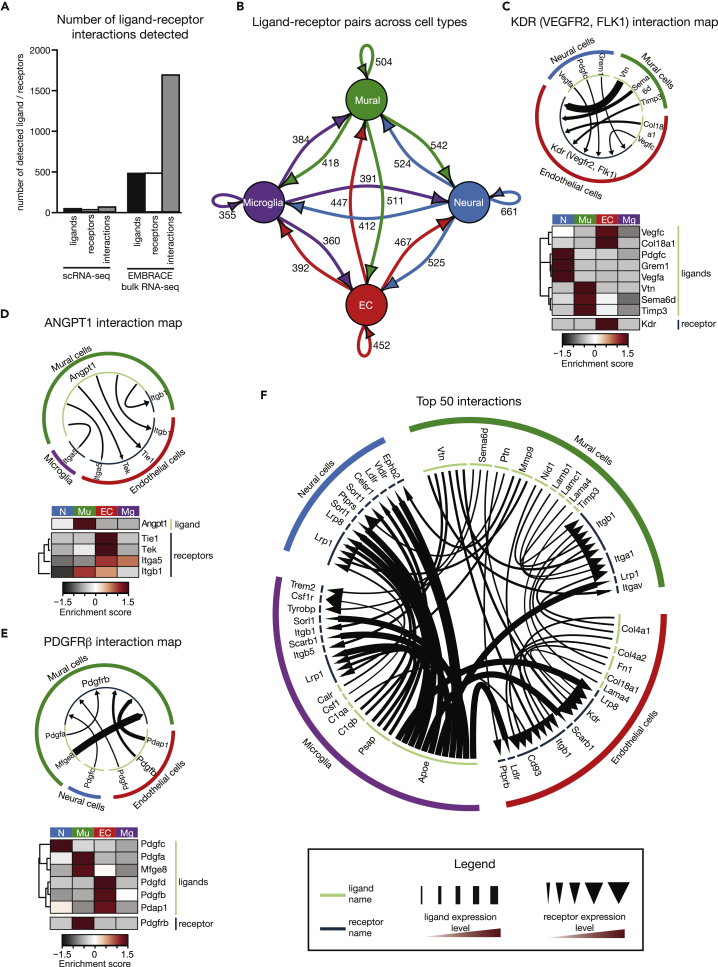
Extensive Inter-Cellular Communication in the Developing Brain (A) Number of detected ligands, receptors, and ligand-receptor pairs in the scRNA-seq dataset compared with transcriptional analyses of bulk isolated cell populations. (B) Map of ligand and receptor interactions between neural, mural, endothelial, and microglial cells based on transcriptomic analyses of EMBRACE-isolated cell populations. Arrow color corresponds to the ligand source, and the numbers indicate the quantity of detected ligand-receptor pairs between the indicated cell types. The comparable interaction map for the scRNA-seq data is provided in Figure S3B. (C) Interaction map of the KDR (VEGFR2, FLK1) receptor network. Expression of *Kdr* is confined to endothelial cells, whereas its ligands are expressed by neural, mural, and endothelial cells. The heatmap represents the enrichment of gene expression in the four different cell types. (D) Interaction map and associated heatmap for the ligand ANGPT1 (Angiopoietin). *Angpt1* is expressed only in mural cells and has corresponding receptors in microglia and endothelial cells. (E) Interaction map and corresponding heatmap of the PDGFRβ receptor network. (F) Top 50 strongest predicted interactions between neural, mural, endothelial, and microglia cells. This list was generated by ranking the absolute expression levels of ligand-receptor pairs across the four cell types and filtering for ligands showing cell-type specific expression. The associated heatmap is provided in Figure S4D. The enrichment score was calculated by determining the expression of a particular gene in a specific cell type relative to the mean expression of that same gene across all four EMBRACE-isolated cell populations. EC – endothelial cells, Mg – microglia, Mu – mural cells, N – neural cells. See also Figures S3 and S4.

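*Kdr* had 37256 ± 6760 normalized counts (SD, n = 3) in endothelial cells, 406 ± 136 in mural cells, 241 ± 97.1 in microglia and 79.8 ± 6.11 in neural cells. The log2 difference of endothelial cells was 7.58 (SE 0.292, adjusted p = 4.4e-08, limma) and stayed between 7.41 and 7.69 without any 1 of the brains. All 3 endothelial libraries lay above the 9 others (exact permutation test, two-sided, p = 0.00909). Of the 9 genes in Figure 4C, each was highest in the population the paper gives, and 8 were higher by limma's test. Adjusted over the list alone, 9 were higher, which is not independent evidence. In the single-cell sums 6 of the 9 were highest in that population, and of the 7 that could be tested 6 were higher.

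The gene short of the threshold was *Vegfc* (ENSMUSG00000031520, chromosome 8 from 54077606 to 54187096), with 270 ± 34.8 normalized counts in endothelial cells and a log2 difference of 3.91 (SE 1.51, adjusted p = 0.0577, limma). It passed the threshold with the brain as a block, with a pseudocount of 5, where its log2 difference was 3.08, and without brain 340, where it was 5.32. *Pdgfc* (ENSMUSG00000028019, chromosome 3 from 81036416 to 81214040) had 392 ± 16.8 in neural cells and a log2 difference of 6.85 (SE 1.67, adjusted p = 0.0042, limma).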

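*Angpt1* (ENSMUSG00000022309) lies on chromosome 15 of GRCm38 from 42424723 to 42676977. Mural cells had 1328 ± 261 normalized counts (SD, n = 3), neural cells 293 ± 30.8 and microglia 23.9 ± 41.4, and in endothelial cells it was listed at 0 in all 3 libraries. The log2 difference of mural cells from the mean of the other 3 was 6.94 (SE 1.10, adjusted p = 5.3e-04, limma), and 6.59 to 7.46 without any 1 of the brains. Between neural and mural cells directly, the log2 difference was -2.16 (SE 1.35, adjusted p = 0.199, limma). Neural cells lay above endothelial cells by 8.19 (adjusted p = 3.9e-04, limma). The 3 neural libraries ranged from 258 to 316 and the 3 mural libraries from 1058 to 1579, so they did not overlap. In single cells *Angpt1* had too few transcripts for a test, with 21.2 CPM in mural cells, 7.59 in neural cells and 5.10 in endothelial cells.

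Among the genes of Figure 4D, *Tek* (ENSMUSG00000006386, chromosome 4 from 94739289 to 94874976) had 9268 ± 2089 normalized counts in endothelial cells and 1853 ± 523 in mural cells. In the bulk libraries all 5 genes of the panel were higher in the population the paper gives, over all genes tested. The same held when adjusted over the list alone, which is not independent evidence. In the single-cell sums 4 of the 5 were highest in that population, and the 3 that could be tested were higher.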

We next wanted to test the accuracy of our database by interrogating the presence of well-established cell-cell interactions that are known to occur in the developing brain. VEGF-A from neural cells is known to induce the vascularization of the brain via angiogenesis (Haigh et al., 2003). 

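*Vegfa* (ENSMUSG00000023951) lies on chromosome 17 of GRCm38 from 46016993 to 46032369. Neural cells had 2446 ± 166 normalized counts (SD, n = 3), mural cells 113 ± 20.4, microglia 53.3 ± 38.3 and endothelial cells 20.3 ± 13.8. The log2 difference of neural cells was 5.82 (SE 0.626, adjusted p = 1.4e-05, limma), with a range from 5.21 to 6.22 without any 1 of the brains, and the 3 neural libraries lay above the 9 others (exact permutation test, two-sided, p = 0.00909). Single cells gave another ratio between neural and mural cells. There *Vegfa* had 34.6 ± 1.51 CPM in neural cells (SD, n = 3 plates), 33.2 ± 8.90 in mural cells and 1.57 in endothelial cells, with a log2 fold change of 3.61 in neural cells (adjusted p = 6.0e-07, edgeR) and 3.26 in mural cells. *Kdr*, the receptor, had 1222 ± 432 CPM in the endothelial single cells, with a log2 fold change of 6.84 (SE 0.301, adjusted p = 6.5e-27, edgeR). From interactions like this one, the paper proposes that its network detects communication known from the developing brain.

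**Figure D2:**
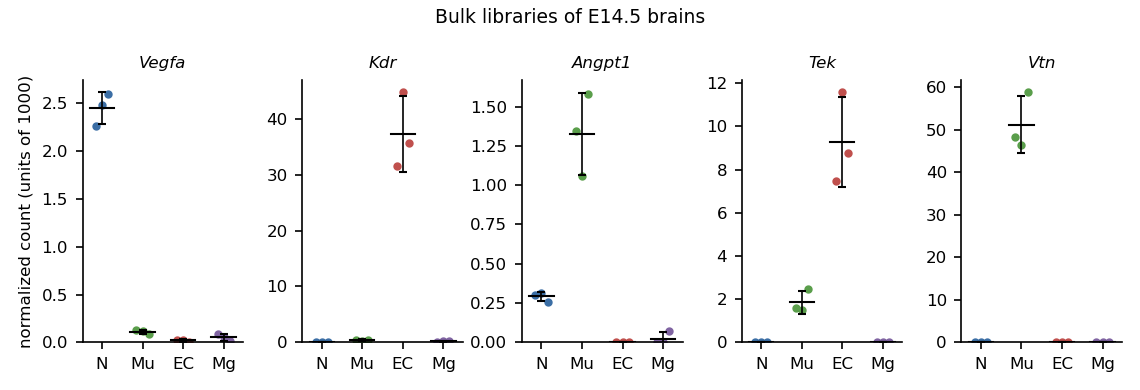
Normalized counts (y axes, in units of 1000) of *Vegfa*, *Kdr*, *Angpt1*, *Tek* and *Vtn* in the bulk libraries of neural cells (N), mural cells (Mu), endothelial cells (EC) and microglia (Mg). Dots are the 3 libraries of a population, lines the mean and bars the SD. *Vegfa* is highest in neural cells and *Kdr* in endothelial cells.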

Consistently, our analyses predicted a substantial interaction between *Vegfa* from neural cells with the VEGF receptor *Kdr* (*Vegfr2*) in endothelial cells (Figure 4C). Similarly, the interaction between the angiopoietin (Angpt) ligands and Tie receptors as well as between platelet-derived growth factors (PDGF) and PDGF receptors is critical for proper vascular development. 

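The receptor *Tie1* (ENSMUSG00000033191, chromosome 4 from 118471191 to 118490061) had 14637 ± 6756 normalized counts (SD, n = 3) in endothelial cells and 135 in mural cells. Its log2 difference was 9.59 (SE 1.02, adjusted p = 3.9e-05, limma). *Tek* had a log2 difference of 8.70 in endothelial cells (SE 0.379, adjusted p = 7.2e-08, limma), and mural cells lay below endothelial cells, at -2.33 (adjusted p = 0.0035, limma).

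*Pdgfrb* stood in the mural libraries far above the others, as in the single cells. Its ligand *Pdgfb* (ENSMUSG00000000489, chromosome 15 from 79995874 to 80014977) had 3252 ± 199 normalized counts in endothelial cells and 1016 ± 302 in microglia, with a log2 difference of 5.04 in endothelial cells (SE 0.472, adjusted p = 1.6e-05, limma). *Pdgfd* (ENSMUSG00000032006, chromosome 9 from 6168584 to 6378850) had 441 ± 100 in endothelial cells, a mean of 7.44 in neural cells, and was listed at 0 in mural cells and microglia. *Pdgfa* (ENSMUSG00000025856, chromosome 5 from 138976014 to 138997370) had 684 ± 127 in mural cells and a log2 difference of 2.09 (SE 0.437, adjusted p = 0.0030, limma), below 10-fold. All 7 genes of Figure 4E were higher in the population the paper gives, and 5 of them over 10-fold. When adjusted over the list alone, 7 were higher, which is not independent evidence. Without any 1 of the brains, 6 stayed higher, the exception being *Pdgfc*. In the single-cell sums 5 of the 7 were highest in that population, and of the 5 that could be tested 4 were higher.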

We could indeed map strong interactions connecting these ligand-receptor pairs (Figures 4D and 4E). In addition, we searched for established communication modules essential for neural cell development. 

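Among the pairs of Table S11, 49 had a WNT ligand, from 9 ligands and 19 receptors. By the table's flags, which are the paper's, 6 of the 9 ligands were assigned to neural cells, 2 to mural cells, 1 to endothelial cells and 0 to microglia. Of the 19 receptors, 13 were assigned to neural cells. The pairs with a neural source numbered 38, those with a mural source 14 and those with an endothelial source 1. Ephrin ligands appeared in 74 pairs, from 8 ligands and 18 receptors. Of these ligands, 6 were assigned to neural cells, 1 to mural cells and 2 to endothelial cells. Of the 18 receptors, 13 were assigned to neural cells and 4 to endothelial cells. A neural source held 56 of the ephrin pairs, a mural source 11 and an endothelial source 18.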

We uncovered widespread WNT and Ephrin signaling centered around neural cells (Figures S4B and S4C), consistent with the critical role of WNTs and Ephrins in neural development (Lisabeth et al., 2013, Mulligan and Cheyette, 2012, Noelanders and Vleminckx, 2017). Together, these examples suggest that our inter-cellular communication network is able to detect important inter-cellular communication modules known to occur in the E14.5 brain.

Having established that we could detect well-established cell-cell interactions in our dataset, we next focused on detecting potentially novel and previously overlooked communication modules within the developing brain. We mapped the interaction of the top 50 expressed ligand-receptor pairs, for which the ligand expression was enriched in at least one cell population (Figures 4F and S4D). 

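Interactions were ranked by the product of the ligand's length-scaled mean in the source population and the receptor's in the target population, over the pairs and populations that Table S11 flags. The text names no formula for the ranking. Ligands were taken as the table lists them, and whether each is secreted was not checked. The first place was *Apoe* from microglia with *Lrp8* in endothelial cells, with a score of 209124, where *Apoe* had 3379 length-scaled units and *Lrp8* 61.9. *Vtn*, a ligand of mural cells, took the third and the fourth place, with *Itgb1* in mural cells and with *Kdr* in endothelial cells. *Apoe* made up 8 of the 50 interactions and *Vtn* 10. With the smaller of the 2 values as the score, *Gnai2* from endothelial cells with *P2ry12* in microglia came first. Figure 4F names 19 genes, and all 19 were higher in the population the paper gives, 17 of them over 10-fold. Adjusted over the list alone, 19 were higher, which is not independent evidence. In the single-cell sums 17 of the 19 were highest in that population, and all 19 were higher than the mean of the others.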

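By source, 23 of the 50 highest-ranked interactions came from microglia, 18 from mural cells, 9 from endothelial cells and 0 from neural cells. Microglia held 46.3% of the summed score. Without any 1 of the brains, microglia had 23 to 24 of the 50, mural cells 16 to 19 and endothelial cells 7 to 10. The order depended on the score. With the sum of both values microglia had 27 and mural cells 20, and without scaling for length mural cells had 20 and microglia 17. Among the 100 highest-ranked interactions mural cells had 43 and microglia 34. With the smaller of the 2 values, which moved the numbers most, mural cells had 24, endothelial cells 16, microglia 8 and neural cells 2.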

Cells with the highest broadcasting capacity were microglia followed by mural cells. 

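From microglia to neural cells ran 9 of the 50 interactions, with a summed score of 301683. From microglia to endothelial cells ran 7, with a summed score of 478271. From mural to endothelial cells ran 6, with 306132. *Apoe* had 5 interactions with neural receptors among the 50, 2 with endothelial receptors and 1 with a microglial receptor. The highest-ranked of those with neural cells was *Lrp1*, at place 8 with a score of 76781, where the length-scaled mean of *Lrp1* in neural cells was 22.7. The others included *Sorl1* at place 18, *Chrna4* at place 23 and *Vldlr* at place 28.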

The strongest interactions were detected between microglia and neural cells and were underpinned by APOE signaling (Figures 4F and S4D). Although the importance of APOE signaling and *APOE* allele variants in Alzheimer disease is well established (Farrer et al., 1997, Poirier et al., 1993, Strittmatter et al., 1993), the importance of *Apoe* in development is comparatively poorly understood. 

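*Apoe* (ENSMUSG00000002985) lies on chromosome 7 of GRCm38 from 19696109 to 19699188. Microglia had 234915 ± 34140 normalized counts (SD, n = 3), endothelial cells 9231 ± 641, mural cells 3927 ± 331 and neural cells 386 ± 9.27. The log2 difference of microglia was 6.60 (SE 0.0948, adjusted p = 2.6e-11, limma), and 6.51 to 6.65 without any 1 of the brains. The 3 libraries of microglia lay above the 9 others (exact permutation test, two-sided, p = 0.00909). Single microglia had 7457 ± 1493 CPM (SD, n = 3 plates), endothelial cells 369, mural cells 153 and neural cells 72.2. The log2 fold change there was 5.82 (SE 0.316, adjusted p = 1.2e-23, edgeR).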

Our transcriptomic analysis showed high levels of *Apoe* expression in microglia at E14.5 (Figure 5A). We confirmed the strong enrichment of APOE expression in IBA1^+^ microglia via immunofluorescence (Figure 5B). Consistent with the fact that APOE is a secreted protein (Bu, 2009), we also observed widespread APOE signal in the E14.5 brain (Figure 5B). We next tested whether APOE could interact with its known receptors LRP1 and LDLR in the E14.5 brain. Through immunofluorescence, we found the APOE expression pattern to overlap with LRP1 and LDLR signals (Figures 5C, 5D, and S4E). In addition, immunoprecipitation of endogenous APOE was able to pull down LRP1 in lysates of the E14.5 brain (Figure 5E), highlighting the existence of significant APOE signaling activity in the developing brain. These data suggest that microglia-expressed APOE is likely to have an important role in brain development through its extensive signaling to embryonic neural and endothelial cells.

**Figure 5:**
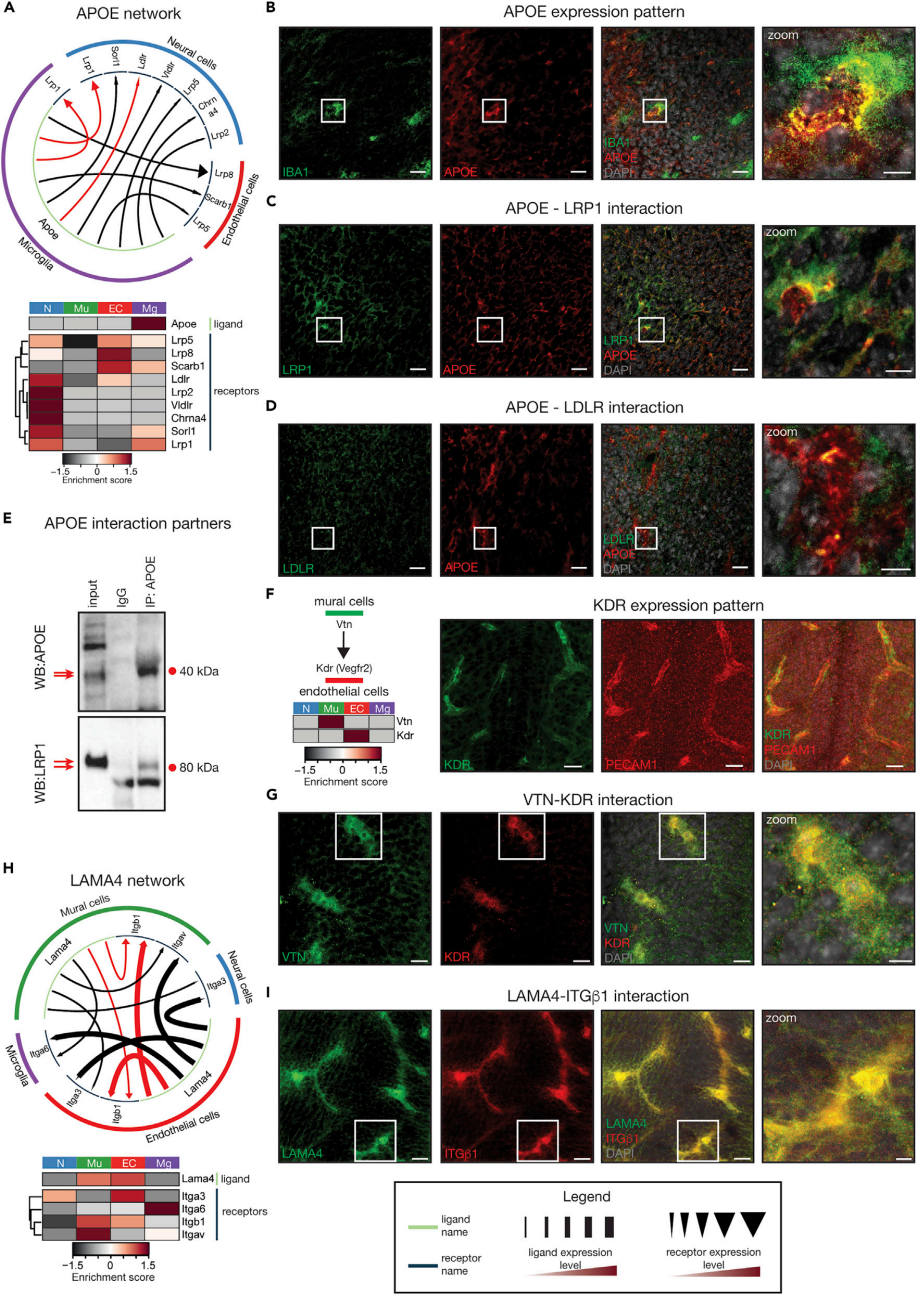
Confirmation of Inter-Cellular Signaling Modules (A) Interaction map of the apolipoprotein E (APOE) network. *Apoe* is strongly expressed in microglia, whereas its receptors are primarily enriched in endothelial and neural cells. The heatmap displays enrichment in gene expression of *Apoe* and its receptors in the different cell populations. Red lines indicate the predicted APOE–LDLR and the APOE–LRP1 interactions that were experimentally tested. (B) Enrichment of APOE protein expression in IBA1-positive microglia in the E14.5 brain. Scale bars are 20 μm in the first three panels and 5 μm in the zoom panel. (C) Immunofluorescence imaging showing overlap of APOE (red) and LRP1 (green) proteins in the E14.5 brain. Scale bars represent 20 μm in the first three panels and 5 μm in the zoom panel. (D) Immunofluorescence showing overlap of APOE (red) and LDLR (green) proteins in sections of the E14.5 brain. Scale bars represent 20 μm in the first three panels and 5 μm in the zoom panel. (E) Co-immunoprecipitation assay showing direct protein interaction between APOE and LRP1. APOE was immunoprecipitated from E14.5 brain lysates and the IP material was subsequently probed with APOE and LRP1 antibodies via western blot analysis. (F) Diagram showing the expected interaction between VTN and KDR. The full KDR interaction network is provided in Figure 4C. The immunofluorescence images show the expected enrichment of KDR protein expression in PECAM1-positive endothelial cells. Scale bars indicate 20 μm. (G) Immunofluorescence imaging of E14.5 brain sections showing overlap between vitronectin (VTN, green) and KDR (red) protein expression. Scale bars indicate 10 μm in the first three panels and 5 μm in the zoom image. (H) Interaction map and corresponding heatmap of the LAMA4 network. The LAMA4 and ITGB1 interaction, highlighted in red, was tested by immunofluorescence analyses. (I) Immunofluorescence images showing overlap between LAMA4 (green) and ITGβ1 (red) proteins in the E14.5 brain. Scale bars indicate 20 μm in the first three panels and 5 μm in the zoom image. The enrichment score was calculated by determining the expression of a particular gene in a specific cell type relative to the mean expression of that same gene across all four EMBRACE-isolated cell populations. EC - endothelial cells; IP - immunoprecipitation; Mg - microglia; Mu - mural cells; N - neural cells; WB - western blot. See also Figure S4.

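Of the 10 genes in Figure 5A, each had its highest mean normalized count in the population the paper gives. By limma's test 9 were higher there, 6 of them over 10-fold. Adjusted over the list alone, 9 were higher, which is not independent evidence. Without any 1 of the brains, 8 stayed higher. In the single-cell sums 7 of the 10 were highest in that population, and of the 6 that could be tested 4 were higher.

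*Lrp1* (ENSMUSG00000040249, chromosome 10 from 127538161 to 127621148) had 10254 ± 2292 normalized counts (SD, n = 3) in neural cells, 9675 ± 375 in microglia and 190.3 ± 117 in endothelial cells. Its log2 difference in neural cells was 2.70 (SE 0.286, adjusted p = 1.3e-05, limma). Neural cells and microglia differed by 0.06 (adjusted p = 0.898, limma).

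*Lrp8* (ENSMUSG00000028613, chromosome 4 from 107802261 to 107876840) had 20004.5 ± 2909 in endothelial cells and 8535 ± 798 in neural cells. Its log2 difference in endothelial cells was 5.44 (SE 0.524, adjusted p = 1.9e-05, limma), while neural minus endothelial cells gave -1.22 (adjusted p = 0.125, limma). *Scarb1* (ENSMUSG00000037936, chromosome 5 from 125277087 to 125341094) had 3228 ± 1202 in endothelial cells and 2280.0 ± 328 in microglia, a difference of 0.44 on the log2 scale (adjusted p = 0.479, limma). *Lrp5* (ENSMUSG00000024913, chromosome 19 from 3584828 to 3686564) had 1049 ± 911 in endothelial cells and a log2 difference of 0.20 (SE 0.448, adjusted p = 0.739, limma). Without the brain of library Ec-343 the *Lrp5* difference was -0.52. Scaled for length, *Lrp5* had a mean of 4.05 in neural and 3.55 in endothelial cells. Table S11 flags it in both, so the mean set against endothelial cells holds another flagged population.

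**Figure D3:**
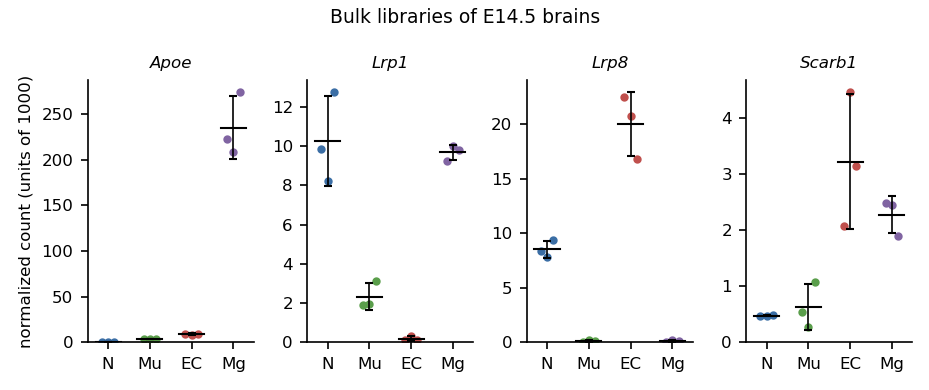
Normalized counts (y axes, in units of 1000) of *Apoe*, *Lrp1*, *Lrp8* and *Scarb1* in the bulk libraries of neural cells (N), mural cells (Mu), endothelial cells (EC) and microglia (Mg). Dots are the 3 libraries of a population, lines the mean and bars the SD. *Apoe* is highest in microglia and *Lrp8* in endothelial cells.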

Mural cells showed strong expression of secreted proteins that are not well studied in the context of neural development. The most prominent was vitronectin (*Vtn*), which is thought to signal via integrins as well as KDR (Murphy and Stupack, 2010, Wang et al., 2015). 

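*Vtn* (ENSMUSG00000017344) lies on chromosome 11 of GRCm38 from 78499091 to 78502324. Among the ligands that Table S11 assigns to mural cells, *Vtn* had the highest length-scaled mean there, 923. After it came *Mfap2* at 543, *Mmp9* at 464 and *Ptn* at 214. *Mmp9* (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850) had 44558 ± 15354 normalized counts (SD, n = 3) in mural cells and a log2 difference of 12.05 (SE 1.27, adjusted p = 3.7e-05, limma).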

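Mural cells had 51130.5 ± 6650 normalized counts of *Vtn* (SD, n = 3), endothelial cells 115 ± 23.9, neural cells 20.7 ± 0.969 and microglia 6.74 ± 11.7. The log2 difference of mural cells was 11.39 (SE 0.782, adjusted p = 1.8e-06, limma), and 11.04 to 11.86 without any 1 of the brains. All 3 mural libraries lay above the 9 others (exact permutation test, two-sided, p = 0.00909). Among single cells *Vtn* had 1553 ± 255 CPM in mural cells (SD, n = 3 plates), 181 ± 252 in endothelial cells, 13.2 in microglia and 6.85 in neural cells. The log2 fold change was 5.68 (SE 0.414, adjusted p = 1.1e-17, edgeR).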

Consistent with previous work (Seiffert et al., 1995), we observed that VTN expression is confined to mural cells in the E14.5 brain (Figure 5F, left panel and S4D). The significance of these observations is currently unknown. Nevertheless, work in human umbilical cord vascular endothelial cells (HUVEC) has suggested that glycated VTN is able to inhibit the KDR receptor as well as the outgrowth and migration of endothelial cells (Wang et al., 2015). 

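Ranked by the product of ligand and receptor, *Vtn* from mural cells with *Kdr* in endothelial cells took place 4 among the interactions of Table S11, with a score of 124238. Both genes of the pair were over 10-fold higher in their population in the bulk libraries and in the single cells, also when adjusted over the list alone, which is not independent evidence. *Vtn* with *Itgb1* in endothelial cells came at place 5.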

Consistently, our analyses suggest strong *Vtn* signaling from mural cells to *Kdr* in endothelial cells (Figure 5F). We were able to confirm the endothelial-specific expression of KDR as well as the interaction between VTN and KDR in the E14.5 brain using immunofluorescence analyses (Figures 5F and 5G). Although the importance of this communication module in the developing brain is yet to be established, this interaction is consistent with the role of mural cells in controlling aspects of endothelial cell development.

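The pleiotrophin gene *Ptn* (ENSMUSG00000029838) lies on chromosome 6 of GRCm38 from 36714929 to 36810220. Mural cells had 20082 ± 1407 normalized counts (SD, n = 3), neural cells 7446 ± 280.0, endothelial cells 646 ± 224 and microglia 437 ± 203. The log2 difference of mural cells was 4.03 (SE 0.291, adjusted p = 2.5e-06, limma). Neural minus mural cells gave -1.43 (SE 0.356, adjusted p = 0.0058, limma). Single mural cells had 434 ± 118 CPM (SD, n = 3 plates) and neural cells 227 ± 117, with a log2 fold change of 3.34 for mural cells. *Ptn* from mural cells with *Ptprs* in neural cells was at place 40 of the ranked interactions.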

Mural cells also strongly expressed pleiotrophin (*Ptn*), a peptide showing high expression during development and in diseased states (Li et al., 1990, Poulsen et al., 2000, Takeda et al., 1995, Yeh et al., 1998). PTN can signal through a multitude of receptors, including integrins, N-syndecan, and receptor protein tyrosine phosphatases (PTPR) (Gonzalez-Castillo et al., 2014). In neural injury models, PTN is strongly upregulated and acts in a neuro-protective manner while promoting outgrowth of neurites (Mi et al., 2007). The precise contribution of PTN during the developmental time frame remains unknown. However, it is likely to play an important role given that *Ptn* knockout animals display neurological symptoms including increased anxiety, reduced social interaction, and a reduction in layer IV of the cortex (Krellman et al., 2014).

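Among the ligands that Table S11 assigns to endothelial cells, the highest length-scaled means there were those of *Ptma* at 747, *Gnai2* at 241, *Pkm* at 212, *Apod* at 171 and *Ecm1* at 164. Table S11 lists these genes as ligands, and whether each is secreted was not checked. *Col4a2* (ENSMUSG00000031503, chromosome 8 from 11312805 to 11449287) was at place 10 with 129. It had 26050.1 ± 8019 normalized counts (SD, n = 3) in endothelial cells and 14060.2 ± 1835 in mural cells, with a log2 difference of 6.08 in endothelial cells (SE 0.283, adjusted p = 1.1e-07, limma). *Col4a1* (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826) had 27997 ± 1993 in endothelial cells and 17288 ± 1044 in mural cells, with a log2 difference of 5.76 (SE 0.508, adjusted p = 1.1e-05, limma). In the single cells both collagens were higher in mural cells, with 2734 CPM of *Col4a1* against 1696 in endothelial cells, and 1531 CPM of *Col4a2* against 1087. Among the 50 highest-ranked interactions, *Col4a1* appeared in 3, *Col4a2* in 1 and *Gnai2* in 5. *Lama4* appeared in 0 of them.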

The most prominent ligands expressed by endothelial cells were non-canonical ligands of extracellular matrix proteins, including collagens and laminin subunit A4 (*Lama4*), which act primarily on endothelial cells as well as mural cells (Figure 4F). LAMA4 is found in the extracellular matrix surrounding endothelial cells and binds to integrin β1 (ITGB1) (Gonzalez et al., 2002). In the context of the E14.5 brain, *Itgb1* displayed the highest expression in mural cells, whereas LAMA4 was most strongly expressed in endothelial cells (Figure 5H). 

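*Itgb1* (ENSMUSG00000025809, chromosome 8 from 128685654 to 128733200) had 16901 ± 2909 normalized counts (SD, n = 3) in mural cells, 14742 ± 155 in endothelial cells, 8961 ± 1134 in microglia and 3924 ± 33.7 in neural cells. Its log2 difference was 1.06 in mural cells (SE 0.101, adjusted p = 1.9e-05, limma) and 0.82 in endothelial cells. Mural and endothelial cells differed by 0.18 (SE 0.124, adjusted p = 0.305, limma), which is within the spread between libraries. In the single cells *Itgb1* had 509.5 ± 15.1 CPM in mural cells (SD, n = 3 plates) and 368 ± 61.2 in endothelial cells.

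*Lama4* (ENSMUSG00000019846, chromosome 10 from 38965515 to 39110188) had 16562 ± 1786 in endothelial cells, 15086 ± 2915 in mural cells, 57.0 ± 8.92 in neural cells and 32.3 ± 41.1 in microglia. The log2 difference was 6.04 in endothelial cells (SE 0.584, adjusted p = 2.0e-05, limma) and 5.84 in mural cells. Mural minus endothelial cells gave -0.15 (SE 0.715, adjusted p = 0.919, limma). Scaled for length, the means were 45.9 in mural and 44.6 in endothelial cells. Single cells had 383 ± 13.5 CPM in endothelial cells and 342 ± 88.8 in mural cells. All 5 genes of Figure 5H were higher in the population the paper gives than in the mean of the others, also when adjusted over the list alone, which is not independent evidence.

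**Figure D4:**
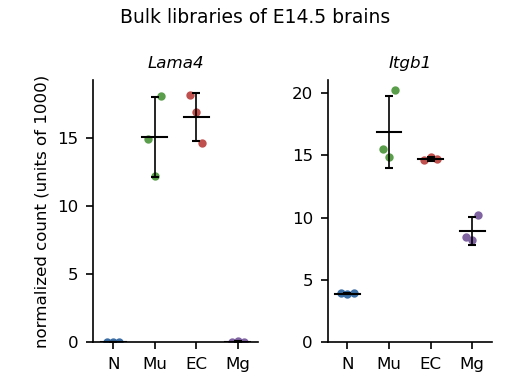
Normalized counts (y axes, in units of 1000) of *Lama4* and *Itgb1* in the bulk libraries of neural cells (N), mural cells (Mu), endothelial cells (EC) and microglia (Mg). Dots are the 3 libraries of a population, lines the mean and bars the SD. For both genes the mural and endothelial libraries overlap.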

We found a strong overlap between LAMA4 and ITGβ1 protein expression in immunofluorescence stainings (Figure 5I). Although *Lama4* deletion is known to cause defects in angiogenesis (Stenzel et al., 2011), the importance of the cross talk between endothelial LAMA4 and mural cell ITGB1 during neural vasculature development remains unclear.

Together, these examples highlight the versatility of our approach in facilitating the identification of potentially new and under-appreciated inter-cellular communication modules within the developing brain.

## Discussion

In the current study, we set out to establish a method for the simultaneous isolation of neural, mural, endothelial, and microglial cells and subsequently apply this method to map the cell-cell communication networks that exist in the developing mouse brain. We show here that we could enrich each of the four cell populations to more than 94% purity using EMBRACE. Undertaking a direct comparison of single cell and bulk FACS-purified transcriptomes, we show that around 20-fold more ligand-receptor pairs are detectable in the bulk FACS-purified populations. Using an *in silico* approach, we map the cell-cell communication networks and chart the E14.5 brain interactome, revealing extensive communication between neural, mural, endothelial, and microglial cells. We experimentally confirmed selected interactions from the top 50 list, including APOE-LRP1, APOE-LDLR, VTN-KDR, and LAMA4-ITGβ1, emphasizing the biological relevance of our database.

Since cells *in vivo* are present in a complex environment, it is important to study gene function in specific cell types in the context of the whole organ or even the organism. Using single cell or nucleus RNA-seq analysis, inter-cellular communication databases have been generated for the heart (Skelly et al., 2018), kidney (Wu et al., 2019), liver organoids (Camp et al., 2017), as well as tumors isolated from mouse models (Kumar et al., 2018) and human patients (Puram et al., 2017, Zhou et al., 2017). Although single cell RNA-seq is powerful in the identification of rare cell types and detection of heterogeneity between similar cell populations, bulk RNA-seq analyses on cell populations provides a much richer transcriptome. Thus, using a combination of both scRNA-seq and bulk population-based RNA-seq provides a much more comprehensive picture of cell function compared with either technique alone. The disadvantage of a population-based RNA-seq approach is the time-consuming task of identifying and verifying cell-type specific markers that are critical for the isolation of near-pure cell populations. In contrast, cell identity can be retrospectively assigned in scRNA-seq datasets based on the cellular transcriptome. However, not all genomic techniques are currently amenable to single cell technologies and require the isolation of larger cell populations. To this end, we have established EMBRACE, a method to simultaneously isolate neural, mural, endothelial, and microglial cells to high purity. This sorting methodology will be particularly useful to researchers conducting experiments that are not yet compatible with single cell analyses, such as 3D chromatin conformation capture or chromatin immunoprecipitation (ChIP). Furthermore, given the simplicity of EMBRACE, it can easily be applied to study cell-cell communication in cell-type specific knockout mouse models.

In contrast to EMBRACE, more complex techniques have been applied to isolate different cell types from the adult mouse brain. Through immunopanning, transgenic animal models, as well as FACS, Zhang and co-workers have enriched and transcriptionally analyzed endothelial cells, microglia, progenitor and mature oligodendrocytes, neurons, and astrocytes (Zhang et al., 2014, Zhang et al., 2016) and reported significant differences in transcriptional splicing between these cell types (Zhang et al., 2014). Although it is difficult to ascertain whether all cellular subtypes survive the purification procedure, these datasets nevertheless provide an excellent resource for exploring the transcriptional complexity of cell types in the adult brain. In contrast, we have focused here on the embryonic brain to determine inter-cellular communication modules that are likely important for neural development. We identified a total of 1,710 interactions, many of which are likely to play an important role during development (Figure 4B and Table S11, https://mpi-ie.shinyapps.io/braininteractomeexplorer/).

Among the strongest interactions, we found microglia-expressed *Apoe* to mediate communication with neural, endothelial, and mural cells in the E14.5 brain (Figures 4F and 5A–5E). APOE is highly abundant in the brain and is involved in lipid transport, clearance of lipoproteins, and cholesterol homeostasis (Hauser et al., 2011, Huang and Mahley, 2014). *Apoe* knockout mice kept on a high-fat diet show significant accumulation of lipids in the brain (Walker et al., 1997). At least in mouse models, APOE cannot cross the BBB (Liu et al., 2012) and must therefore be produced locally. Our analyses show that microglia are the major producers of APOE in the E14.5 brain (Figures 5A and 5B). There are some indications that APOE may be important in brain development. The *APOE* ϵ4 allele variant is the best-known genetic risk factor associated with Alzheimer disease (Farrer et al., 1997, Poirier et al., 1993, Strittmatter et al., 1993), and infants carrying this variant show delayed myelination and gray matter development in brain regions typically affected by Alzheimer disease (Dean et al., 2014). In addition to extensive signaling between microglia-derived APOE and neural cells, our analyses revealed interactions between APOE and its reported receptors in vascular cells (Figure 4F). These interactions are also likely to be important during development, as mice lacking *Apoe* display increased permeability of neural vasculature but not of vessels from other organs (Hafezi-Moghadam et al., 2007, Methia et al., 2001). It is currently unknown which molecular mechanisms drive this specific defect in neural vasculature and how *Apoe* deficiency impacts neural vascular function. Together with our cell-cell interactome, these studies highlight the potential importance of APOE during the developmental time frame and encourage the investigation of APOE during early brain development. In addition to APOE, our dataset provides a resource of 1,710 total inter-cellular interactions that are likely to play important roles during the neural developmental time frame.

In summary, we describe here EMBRACE, a method to simultaneously isolate neural, mural, endothelial, and microglial cells to high purity. This simple method will allow researchers to explore inter-cellular interactions in their mouse models of choice. Using EMBRACE, we isolated, transcriptionally analyzed, and built an inter-cellular communication network in the E14.5 brain that revealed 1,710 unique ligand-receptor relationships (https://mpi-ie.shinyapps.io/braininteractomeexplorer/). Our dataset and brain communication network underline the richness of inter-cellular communication present in the developing brain and provide a comprehensive resource that will allow the field to dissect the importance of selected receptors and ligands in the context of neural development.

### Limitations of the Study

In the current study, we establish the EMBRACE methodology that we use to analyze inter-cellular communication in the developing mouse brain. Given the complexity of adult brains, which consist of extensive neural processes that are prone to damage during dissociation, the EMBRACE procedure may not be successful in isolating neural cells from the adult brain. However, EMBRACE is still likely to be efficient in isolating endothelial, mural, and microglial cells from the adult brain, as they express the same cell surface markers as their embryonic counterparts and are resistant to harsh dissociation regimens.

Using the EMBRACE technique, we isolated neural, mural, endothelial, and microglial cells from the E14.5 brain and built an inter-cellular interactome based on the transcriptional profiles of each cell type. Our database is built on gene expression levels in neural, mural, endothelial, and mural cells and uses a collated list of ligand-receptor interactions (Ramilowski et al., 2015), which is based on diverse cell types. Thus, it will be prudent for researchers to experimentally confirm their interactions of interest in a similar fashion as we have done for APOE-LDLR, APOE-LRP1, VTN-KDR, and LAMA4-ITGβ1 in the E14.5 brain.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

How the deposited data were processed for this re-analysis (not part of the article)

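The bulk RNA-seq covered 12 libraries, from neural cells, mural cells, endothelial cells and microglia sorted from each of 3 wild-type E14.5 mouse brains numbered 340, 343 and 346. The scRNA-seq covered wild-type cells on 3 plates and, on another 3 plates, cells of *Mof* knockout brains on which the paper does not report. Populations were taken from the labels of the bulk libraries and, for the wild-type single cells, from the sort gate given for each well. For the knockout cells the column of sort markers was empty, so their populations were not known.

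For the bulk libraries the authors deposited normalized counts, which were treated as a signal on a linear scale. Within each library every value is a whole number of reads divided by 1 factor. Up to 100 reads, 100% of 123944 values were whole within 0.01 after multiplication by that factor. The table lists 53465 genes, of which 53274 (99.6%) are in GENCODE vM21, the annotation used here, and 35052 had a value above 0 in some library. For the single cells the authors deposited expected counts, in which the number of distinct identifiers is corrected for identifiers drawn more than once. Every value followed that formula, so no further scaling was undone. The aligner, the counting and the normalization of the bulk libraries are not named in the paper's text, and the supplemental methods were not used here.

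Bulk populations were compared with limma 3.58.1 in R 4.3.3, on log2(normalized count + 1), with a trend in the prior variance and without a block for the brain. Genes needed a mean normalized count of at least 10 over the 12 libraries. Single-cell sums per plate and gate were compared with edgeR 4.0.16 after its own filter on low counts, and with DESeq2 1.42.0 as an alternative. Both used a Benjamini-Hochberg adjusted p under 0.05 and, for enrichment, a difference over 10-fold. All tests were two-sided. Single values of 3 libraries against 9, or 3 plates against 3, were tested by exact permutation. Shares of cells are given with exact (Clopper-Pearson) 95% intervals, and a share of 0 with the upper bound of that interval. They cover counting error only.

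Cells with more than 1500 transcripts were kept, without spike-ins. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and igraph 0.11.9 were used for the cells, and matplotlib 3.10.9 for plots. Clusters were made with k-medoids for 12 groups. Alternatives were Leiden clustering (resolution 1, 30 principal components, 2000 variable genes) and an assignment of each cell to the population with the highest mean log2 expression of 25 markers. Depth per cell differed between gates, so numbers of genes and shares of cells were also computed after thinning every cell to 1500 transcripts.

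Bulk libraries with the same number were taken as 1 brain. The sex-linked genes go with the number in 12 of 12 libraries, which sets brain 340 apart but not the other 2 brains from each other. The residual correlation between populations of the same brain ran from -0.054 to 0.0801, and a block for the brain is given as an alternative. The genes named in the text are those the paper names in its results and in Figures 1G, 2F–2I, 3D, 4C–4F, 5A, 5F and 5H, and for each population the 5 with the largest log2 difference among called genes whose libraries all lie above the others. For the knockout these are *Kat8*, which encodes MOF, and the sex-linked genes *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. Lists of fibroblast, border macrophage, erythroid and replication-dependent histone genes were set in advance to look for other cells and for library chemistry.

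The methods were tested on simulated data. Among 19765 simulated genes limma called 123 of 150 genes raised over 10-fold, 2 of those raised less and 2 unchanged ones. On single-cell sums edgeR and DESeq2 each called 150 of 150. For the knockout comparison edgeR called 48 of 200 changed genes. The k-medoids clustering, set to 4 clusters, recovered 100 percent of 240 simulated cells of 4 types. Within a simulated type no gene varied beyond sampling, whereas *Gm10800* carried 84.8% of the variance in the real cells. That result therefore does not speak for the run with 12 clusters.

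Alternatives covered the pseudocount, the minimum, quantile normalization, blocks for brain or plate, the tool, the fold threshold, sums per library, the number of clusters, thinning, the expression minimum and score of the ligand-receptor pairs, and each replicate left out in turn. They and the tests were chosen before the data were examined, except those named as added in the closing section. Gene ontology terms were not analysed here, nor was the full list of known ligand-receptor pairs, so pairs were counted among those of Table S11. For length-scaled values the exon lengths of GENCODE vM21 were used. The *Mof* knockout comparison within each population, its difference between populations and the purity per gate could not be had, since the gates are not known and most knockout plates held nearly 1 population each. Neural-like cells, found on all plates, were compared instead. The results of some genes are not reported here.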

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

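The tests of sex-linked genes in bulk libraries and single cells, and of border macrophage genes in the bulk microglia, were chosen only after the results were seen, while the other tests in this part were set out first.

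Sex-linked genes were looked at because the paper does not report on them. In the bulk, the 4 libraries of brain 340 had *Xist* and next to no reads of the Y-linked genes, and the 8 libraries of the other 2 brains the reverse. Neural cells of brain 340 had 31056 normalized counts of *Xist*, and *Ddx3y* was listed at 0, against 11.1 and 2346 in library N-343. An exchange of libraries between brain 340 and another brain within a population is excluded, since sex-linked genes went with the number in 12 of 12 libraries. An exchange between the other 2 brains stays open. The sex of the brains is a difference between animals that may add to the spread between replicates, and its effect on other genes was not tested.

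Among the wild-type single cells, 515 of 686 had *Xist* and no Y-linked transcript. Cells of male and female brains mixed on the plates are excluded, since only 2 cells had Y-linked genes only, next to 19 with both. A failure of the protocol to capture Y-linked genes is excluded too, since 374 of 882 cells on the *Mof* knockout plates had Y-linked genes only. Another 200 knockout cells had *Xist* only. The wild-type cells may therefore all come from female brains, and genotype and sex are partly confounded in any comparison of these plates. No biological explanation was tested.

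*Kat8*, the gene that encodes MOF, had 11.4 ± 1.17 CPM (SD, n = 3 plates) on the knockout plates and 17.0 ± 1.03 on the wild-type plates. The knockout plates ranged from 10.4 to 12.7 and the wild-type plates from 15.8 to 17.6 (exact permutation test, two-sided, p = 0.1, the smallest that 3 plates against 3 allow). Between 5 and 45 transcripts per plate stand behind these values. They take all cells of a plate together, and the knockout plates differ from the wild-type plates in their makeup of cell types. Within microglia-like cells, *Kat8* had 13.6 CPM in knockout and 14.6 in wild type, from 11 and 20 transcripts. In neural-like cells *Kat8* was lower in the knockout but did not pass edgeR's test, as given under the other observations. Since transcripts are counted at their end, a deletion inside the gene need not remove them, and no explanation was tested.

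Knockout plate 4 held 276 mural-like cells among 337 by marker expression, 60 neural-like, 1 endothelial-like and 0 microglia-like. Knockout plate 6 held 295 endothelial-like cells among 350, 43 neural-like, 10 mural-like and 2 microglia-like. Plate 5 held 112 neural-like, 81 microglia-like, 2 endothelial-like and 0 mural-like cells among 195. Wild-type plate 1, in contrast, held 75 neural-like, 85 mural-like, 108 endothelial-like and 67 microglia-like cells. The sort gates of the knockout wells were not given, so a different choice of gates per plate could not be tested. An effect of the knockout that is the same on each plate would not set plates 4, 5 and 6 apart. Their 276, 0 and 10 mural-like and 1, 2 and 295 endothelial-like cells argue against it as the source of the differences between these plates. No biological explanation was tested.

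Genes of border macrophages were set as a list in advance (*Mrc1*, *Pf4*, *Cd163*, *Lyve1*, *F13a1*, *Ms4a7*). At least 3 of the 6 were found in 33.7% of the 83 microglia-like knockout cells (exact 95% interval 23.7 to 44.9) and in 1.57% of 127 wild-type ones (0.191 to 5.57). The wild-type cells were microglia-like cells of the microglia gate, while no gate is known for the knockout cells, so the groups are not chosen alike. Nearly all of the knockout cells, 81 of 83, came from plate 5. *Mrc1* stood at 130.05 CPM in wild type and 647 in knockout, *Pf4* at 7.31 and 461, and *F13a1* at 9.50 and 181, while *P2ry12* stood at 1078 and 375. Deeper cells on the knockout plate are excluded as the source, since after thinning the share was still 14.46% against 0.787%, and the knockout cells were the shallower ones. The values are consistent with a separate group of cells, since 56.6% of the knockout cells had at most 1 of the genes. Whether the sort gate, the plate or the genotype brought these cells cannot be settled, since the knockout microglia-like cells come from 1 plate.

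In the bulk microglia, the same list made up 0.0550% ± 0.00807 (SD, n = 3) of counts, against 0.00219% in mural cells. All 6 genes had reads in the microglia libraries, led by *Mrc1* at 9573 and *F13a1* at 6472 normalized counts. *Cd163* ranged from 0 to 61.7 normalized counts (mean 20.6, SD 35.6), so it was not found in every library. Of the single cells of the microglia gate, 42.2% had at least 1 of the genes, against 13.3% of mural, 4% of endothelial and 0% of neural cells. More border macrophages in the bulk sort than in the single-cell gate cannot be told apart from a difference between the protocols. The bulk share of *Mrc1* was 2.25 times the single-cell one, that of *Ms4a7* 2.21 times, that of *Pf4* 2.96 times and that of *F13a1* 20.9 times. Of 7 microglia markers, *Ptprc* had 2.44 times, *P2ry12* 1.59, *Cx3cr1* 1.15, *Csf1r* 0.850, *Ctss* 0.748, *C1qc* 0.732 and *Itgam* 0.466. The protocols thus differ by gene over a range that holds *Mrc1* and *Ms4a7*, while *Pf4* and *F13a1* lie above it. In the single cells *Pf4* and *F13a1* rested on 10 and 13 transcripts. The other 2 of the 6 genes had no transcript there. In the bulk, *Lyve1* had 12.1 CPM and *Cd163* 0.637.

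In the PDGFRβ medium or low gate, 14 of the 23 cells kept were neural-like and 9 mural-like. The neural-like ones had *Fabp7* in 78.6%, *Sox2* in 78.6%, *Tubb3* in 21.4% and *Pdgfrb* in 28.6% of cells. *Sox2*, *Tubb3* and *Pdgfrb* are among the markers that named the cells, and *Fabp7* was also found in 55.6% of the mural-like ones. The paper gives no values for this gate, and no explanation was tested.

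In the mural gate, 15 of 210 cells were neural-like, 13 of them on plate 1, 2 on plate 2 and 0 on plate 3. The 15 cells held 95.9 CPM of *Rgs5* against 7182 in the mural-like cells, and had no more transcripts (median 6295 against 6936). *Rgs5*, *Pdgfrb* and *Sox2* are among the markers that named the cells, so the choice of cells favours a low *Rgs5*. *Vtn*, which is not among them, stood at 47.9 CPM against 1804. The values argue against a mural and a neural cell in 1 well for these 15 as a set. A well with both could have been named mural-like and so left out. *Sox2* was found in 80% of the 15 cells and *Fabp7* in 73.3%. *Fabp7* was also found in 70.6% of the mural-like cells, though at 261 CPM against 2900. In neural-like cells of the neural gate its share was 40.2%. *Rgs5* in the 15 cells still lay above the 35.3 CPM of neural cells in the neural gate, and 46.7% of them had a transcript (21.3 to 73.4) against 24.6%. *Pdgfrb* was found in 1 of the 15 cells, or 6.67% (0.169 to 31.9). In the mural-like cells of the gate the share was 85.1%, and in neural-like cells of the neural gate 1.64%. Neural-like cells in the PDGFRβ gate may be neural cells that passed the sort or progenitors with some PDGFRβ. These were not tested against each other, and the interval of the 15 cells is wide.

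*Gm10800* made up a median of 14.9% of transcripts per cell on plate 3, against 3.02% on plate 1 and 5.72% on plate 2. Fewer transcripts per cell on plate 3 are excluded as the cause, since cells of plate 1 between the lower and the upper quartile of the depth of plate 3 (2726 to 9696 transcripts) had a median of 3.27%. On plate 3 all populations were high, from 12.9% in mural cells to 24.3% in microglia. In the bulk libraries the gene had at most 0.000826% of counts. A difference between the library batches of the plates may remain, and was not tested further.

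Fibroblast genes, also a list set in advance, made up 0.0365% ± 0.00767 (SD, n = 3) of the bulk mural counts and at most 0.000984% elsewhere. Of the 6 genes, *Col3a1* had 5837 and *Col1a2* 3469 normalized counts in mural cells, while *Dcn* had 103, *Lum* 47.8 and *Pdgfra* 0.313. A few fibroblasts among the sorted cells are excluded as the whole source, since 85.2% of the single cells in the mural gate had at least 1 of the genes (79.7 to 89.7), against 8.44 to 11.7% in the other gates. Only 21 mural cells, or 10%, had 3 or more. So 5 of the 6 genes are found in the mural libraries, and the collagens may be expressed by mural cells themselves, which is a hypothesis from the same data.

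Erythroid genes made up 0.0667% ± 0.0367 (SD, n = 3, range 0.0441 to 0.109) of the bulk endothelial counts, 0.0383% of the neural, 0.00584% of the microglia and 0.00114% of the mural counts. All 6 genes were found in every population, led by *Hbb-bs* at 7868 normalized counts in endothelial and 4892 in neural cells. Among single cells, at most 1.33% of a gate had a transcript of the 4 genes of the list that their files hold. No explanation was tested, and free RNA of blood cells was not told from sorted blood cells.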

How the results depend on the processing

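All alternatives in this part were planned, except those named as added after seeing the data, and the tests on other splits of the samples were chosen only after the result was seen.

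Under the bulk alternatives for single genes, 1031 of 1039 values kept their direction and their side of the test's threshold, 3 moved past it, 4 fell short of it and 1 reversed. *Vegfc* in endothelial cells passed the threshold with a pseudocount of 5 (3.08), with the brain as a block (3.91) and without brain 340 (5.32). Of the 4 values that fell short, 1 did so with quantile normalization, 2 without brain 340 and 1 without the brain of library Ec-343. Among them was *Pdgfc* in neural cells without brain 340 (6.25). *Lrp5* in endothelial cells reversed without the brain of library Ec-343, with a range of -0.52 to 0.99 over the brains left out. In the single-cell sums, 755 of 763 values stayed, 5 fell short and 3 reversed. *Pdap1* in endothelial cells, at -0.08, reversed with DESeq2 (0.037) and without plate 1 (0.21) or plate 2 (0.14). The 5 that fell short were *Slc2a5* with DESeq2 (7.28), *Itgb1* in mural cells with groups from the cluster (0.85) and without plate 2 (0.83), *Pdgfa* with groups from the cluster (0.93) and *Calr* without plate 1 (0.80). The cause was not tested.

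The numbers of enriched genes stayed within 1.5 times in 58 of 84 cases. In the bulk libraries a threshold of 2-fold gave 5728 neural, 2663 mural, 3052 endothelial and 3665 microglia genes, and 10-fold over the highest of the other 3 populations gave 1456, 287, 385 and 797, both by construction of the threshold. A pseudocount of 5 gave 629 mural and 748 endothelial genes, and a minimum of 50 gave 797 endothelial and 1077 microglia genes, where fewer genes can pass. With brain as a block, the paired fit, 2724, 979, 1238 and 1615 genes were called, of which 2712, 975, 1229 and 1608 are shared with the unpaired fit. Without single brains the numbers ran from 2420 to 2463, 879 to 914, 1027 to 1381 and 1289 to 1650. edgeR on recovered whole reads, added after seeing the data, gave 2515, 1281, 1675 and 1879.

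In the single-cell sums no filter on low counts gave 1029, 480, 543 and 786 genes, and a threshold of 2-fold gave 1684, 1080, 1271 and 1584. Sums per library gave 268 neural and 272 microglia genes, and groups from the cluster 76 mural and 118 endothelial genes. Without plates 1, 2 and 3 the neural number was 308, 288 and 623. With plate as a block, 488, 277, 283 and 430 genes were called, and DESeq2 gave 454, 244, 254 and 394. The cause was not tested.

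Other splits of the same samples were drawn 100 times. A split with as many bulk genes as the real one came up 1 time for neural, 1 for mural, 2 for endothelial and 1 for microglia, the real split included, so chance can be excluded. For the single-cell sums it came up 1, 3, 1 and 1 times of 100, so chance can be excluded there as well. The other split that reached the endothelial number in the bulk has the 3 neural libraries in the place of the endothelial ones (2432 genes). In the single cells the other splits that reached the mural number have neural sums in that place (433 and 456 genes). The numbers for endothelial and mural cells are thus smaller than for neural cells set against the rest.

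For genes per bulk library, a minimum of 5 normalized counts gave 17827 and of 10 gave 16550.3. Genes per cell after thinning were 836. The number of cells passing the filter stayed within 1.5 times under every alternative run.

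Purity under the k-medoids clusters depended on the method most. Leiden clustering gave 99.2%, 91.9%, 93.3% and 99.2% for neural cells, mural cells, endothelial cells and microglia, and the assignment by marker expression 99.2%, 92.4%, 92.0% and 99.2%. With 8 clusters the shares were 0%, 0% and 0% for neural, mural and endothelial cells, and with 20 clusters the neural share was 31.7%. Above 3000 transcripts the mural share was 48.1%. With a plate left out, the mural share ran from 8.70% without plate 1 to 37.1% without plate 2, and the endothelial share from 4.76% without plate 1 to 42.9% without plate 2. Among the alternatives added after seeing the data, log2 counts gave 99.2%, 90%, 93.3% and 97.7%, scaling to the median total gave 22.8%, 29.5%, 24.9% and 51.6%, and leaving out *Gm10800* and mitochondrial genes 78.9%, 78.6%, 62.2% and 86.7%. The low shares may thus come from the linear scheme and these genes rather than from the sort. With the doubtful endothelial cluster left without a name, also added after seeing the data, the endothelial share was 18.7%. Shares of cells with a marker transcript moved in 18 of 36 cases, after thinning or with groups from clusters. The difference in heterogeneity of neural minus endothelial cells reversed on the 2000 most variable genes (0.0317) and without cell cycle genes (0.00184). The cause was not tested.

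Bulk ligand-receptor pairs numbered 773, 317 and 6 at a minimum of 1, 5 and 50, 429 with the highest of the 4 populations and 1399 without length. A minimum of 1 without length, added after seeing the data, gave 1710 bulk and 1083 single-cell pairs and a ratio of 1.58. Single-cell pairs numbered 1083 at a minimum of 1, 133 at 50 and 741 with the highest population. The ratio was 0.714, 0.485 and 0.0451 at a minimum of 1, 5 and 50, 0.579 with the highest population and 3.08 without length, and from 0.244 to 0.286 without single brains. Between populations the lowest number was 239, 90 and 0 at a minimum of 1, 5 and 50 and 796 without length, and the highest 513, 218, 15 and 1008. A lower minimum admits more pairs by construction. The share of Table S11 flags given was 98.1% on the linear scale, 79.5% at 0 SD and 89.7% at 1 SD. With rules added after seeing the data it was 100% and, for length-scaled values, 83.7%.

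Among the 50 highest-ranked interactions, the smaller of the 2 values gave 2 from neural cells, 16 from endothelial cells and 8 from microglia, and the sum gave 3 from endothelial cells. Of 25 interactions, 7 came from mural cells, 4 from endothelial cells and 14 from microglia. Of 100, 43 came from mural cells, 23 from endothelial cells and 34 from microglia, so the leading source changed from microglia to mural cells. The cause was not tested.

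In neural-like knockout cells edgeR called 0 genes, with 419 at an unadjusted p under 0.05. DESeq2 called 3, no filter on low counts 173, and groups from Leiden clusters, added after seeing the data, 3. Without single plates the number ran from 0 to 2, with 2 without plate 4 and 1 without plate 5. The cause was not tested. For *Kat8*, *Xist*, *Lhx6* and *Ddx3y*, 11 of 40 values moved past the threshold, none of them of *Kat8*. A replicate block between genotypes, the test of the knockout within each gate and its difference between populations could not be run. Depth limits the single cells, at a median of 7576 transcripts, and 790 of the 2728 bulk neural genes had enough counts there.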

Differences from the paper's values

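The test values of this part come from alternatives set before the data were examined, except the 3 clusterings, the 1 minimum and the 2 counts from the flags of Table S11 named below, which were chosen after seeing the values.

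Purity in the paper's Figure 2E is about 100% for neural cells, about 100% for mural cells, about 94% for endothelial cells and about 99% for microglia, read by eye. The k-medoids values here were 20.3%, 33.8%, 22.2% and 43.0%. Among the alternatives set before the data were examined, Leiden clustering (99.2%, 91.9%, 93.3% and 99.2%) and the assignment by marker expression (99.2%, 92.4%, 92.0% and 99.2%) came within 1.5 times the paper's values, with mural and endothelial cells below them. A minimum of 1000 or 3000 transcripts, 8 or 20 clusters, and each plate left out did not. Clustering on log2 counts, chosen after seeing the values, gave 99.2%, 90%, 93.3% and 97.7%. Leaving *Gm10800* and mitochondrial genes out of the k-medoids clustering, also chosen after seeing the values, gave 78.9%, 78.6%, 62.2% and 86.7%. Scaling to the median total, chosen then too, gave 22.8%, 29.5%, 24.9% and 51.6%.

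The paper states 20-fold more interactions in the bulk than in the single cells, and the ratio here was 0.264. None of the alternatives set before the data were examined came within it, the nearest being normalized counts without length at 3.08. In total the paper gives 1710 unique interactions, where 120 pairs passed here. Of the alternatives set before the data were examined, only normalized counts without length (1399) came within 1.5 times. A minimum of 1, 5 or 50, the highest of the 4 populations, and each brain left out did not. A minimum of 1 normalized count without length, chosen after seeing the values, gave all 1710 pairs and a ratio of 1.58. Since pairs are counted from Table S11 itself, a minimum low enough for all of its genes to pass gives 1710 by construction.

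Between populations the paper gives 350 to 550 interactions, where the range here was 50 to 119. A minimum of 1, set before the data were examined, came within 1.5 times both ends (239 to 513), with the lower end below the paper's range. A minimum of 5 or 50 and normalized counts without length did not. Counted from the paper's own flags in Table S11, the combinations held 79 to 320 pairs. Counted by the flag of the ligand alone, whatever the population of the receptor, they were 575 for neural cells, 432 for mural cells, 419 for endothelial cells and 362 for microglia, within 1.5 times both ends. That count, chosen after seeing the values, is a number per source population and not per pair of populations, and it uses no expression value.

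For the single cells the paper's Figure 4A gives about 70 pairs, read by eye, where 454 passed here. None of the alternatives set before the data were examined came within it. The nearest was a minimum of 50, at 133.

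The paper states that *Angpt1* is expressed in mural cells only. Neural cells had 293 ± 30.8 normalized counts (SD, n = 3) here, against 1328 ± 261 in mural cells.

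The paper names the interactions between microglia and neural cells as the strongest. By the product of ligand and receptor, the first place here was *Apoe* from microglia with *Lrp8* in endothelial cells, and the summed score was 478271 for microglia to endothelial cells and 301683 for microglia to neural cells. The pair of *Apoe* and *Lrp1* in neural cells came at place 8. By the number of interactions among the 50, microglia to neural cells was first with 9.

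The paper puts the greatest heterogeneity among its neural clusters. The distances of this re-analysis were taken within sort gates, where cells of another kind add to them. Here neural cells were higher than each other population on 2 of the 3 plates. The mean difference was 0.0201 to mural cells, -7.05e-05 to endothelial cells and 0.0220 to microglia (exact permutation test, two-sided, p = 0.6, 1 and 0.6). On the 2000 most variable genes, set before the data were examined, neural cells exceeded mural cells and microglia on 3 of 3 plates. The differences were 0.139 and 0.208 (exact permutation p = 0.1 for each, the smallest the test allows), and 0.0317 to endothelial cells. Without thinning, also set before, the difference was 0.0227 to mural cells and 0.103 to microglia. To endothelial cells it was -0.0318, with neural cells higher on 1 of the 3 plates.

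*Lama4* is given in the paper as strongest in endothelial cells and *Itgb1* as highest in mural cells. Both had that order in the mean normalized count, but the differences, -0.15 for *Lama4* as mural minus endothelial and 0.18 for *Itgb1*, did not pass limma's test (adjusted p = 0.919 and 0.305). Scaled for length, *Lama4* had a mean of 45.9 in mural and 44.6 in endothelial cells.

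The paper names collagens and *Lama4* as the most prominent endothelial ligands. Among the ligands that Table S11 assigns to endothelial cells, the highest length-scaled means there were those of *Ptma*, *Gnai2*, *Pkm*, *Apod* and *Ecm1*, with *Col4a2* at place 10. Whether each listed ligand is secreted was not checked, so this order need not be one of secreted signals. Among the 50 highest-ranked interactions, the endothelial ligands were *Gnai2* in 5, *Col4a1* in 3 and *Col4a2* in 1, so 2 of these 3 ligands are collagens, and *Lama4* was in 0.

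The paper finds the same number of clusters in neural, mural and endothelial cells and a single one in microglia. The k-medoids clusters named here numbered 1, 2 and 2, with 2 in microglia, and the name of 1 of the endothelial ones is doubtful. Leiden clustering, set before the data were examined, gave 3, 3 and 3, with 1 in microglia. Of the leading genes of 1 of its endothelial clusters, 0 were over 10-fold higher in endothelial cells of the bulk libraries. Clustering on log2 counts, chosen after seeing the values, gave 3, 3 and 4, with 2 in microglia.

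In Figure 4C the paper assigns *Vegfc* to endothelial cells and in Figure 5A *Lrp5*. Their log2 differences of 3.91 and 0.20 did not pass limma's test, with adjusted p of 0.0577 and 0.739. Table S11 flags *Lrp5* in neural cells too, and these belong to the mean that endothelial cells were set against. *Vegfc* passed with a pseudocount of 5, with the brain as a block and without brain 340, each set before the data were examined.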

Other observations

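The tests of the Table S11 flags, of *Gm42418* and of the knockout splits were chosen only after the result was seen, while the tests on the library kit and on even reads were set out first.

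The flags in Table S11, which are the paper's, were compared with rules on the bulk values. A population mean more than 0.5 SD above the mean of the 4 populations on the linear scale, together with a population mean over 10 normalized counts, gave 3860 of 3860 flags. This rule was chosen after seeing the values. The lowest population mean of a flag of 1 was 10.1, and the highest of a flag of 0 that passed the SD rule was 9.91. A minimum of 10 on length-scaled values is excluded as the rule, since it gave 83.7% of the flags. The flags may thus rest on normalized counts not scaled for length.

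Among genes with 1 to 20 reads, even numbers of reads were more frequent than odd ones in 2 bulk libraries. In the neural library N-346, 57.6% of these values were even, and in 9 of 10 neighbour pairs of read numbers the even one was the more frequent. In the mural library of brain 340 these were 53.0% and 7 of 10. The other 10 libraries had 38.6 to 43.3% and 1 to 4 of 10. Ordinary counting of single reads is excluded for the neural library N-346 by those 9 pairs. Reads of both runs or of both mates counted together may be a candidate explanation, which was not tested. These are the deepest libraries of their populations.

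*Gm42418* led the bulk neural genes with a log2 difference of 13.97. In the single cells, made with 1 protocol for all populations, its log2 fold change in neural cells was -0.38 (adjusted p = 0.43, edgeR), with 6445 CPM in neural cells, 9096 in mural cells, 8848 in endothelial cells and 5517 in microglia. The values are consistent with the library kit of the neural libraries as the source of the bulk difference. Other differences in handling between these sorts stay open.

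Mitochondrial genes made up 1.47% ± 0.0503 (SD, n = 3) of counts in the bulk neural libraries, 10.9% ± 3.02 in mural, 20.7% ± 2.00 in endothelial and 15.8% ± 4.71 in microglia libraries. In the single cells neural cells had the lowest median share on 2 of 3 plates, at 15.1% against 15.4 to 16.0% on plate 1 and 13.01% against 14.0 to 14.8% on plate 2. On plate 3 neural cells had 10.4% and microglia 7.41%. The single cells show no difference of the bulk size, so the library kit of the neural libraries may be its source. Genes of replication-dependent histones, a list for library chemistry, made up 0.0158% of neural, 0.0312% of mural, 0.0243% of endothelial and 0.0242% of microglia counts.

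More genes were enriched over 10-fold in the bulk neural libraries (2728) than in the other populations (987 to 1634). Of the neural genes that could be tested in the single cells, 97.1% were higher there (exact 95% interval 95.7 to 98.1). Those were only 790 of 2728, and the rest had too few transcripts. A share of the difference from the library kit of the neural libraries cannot be told apart from biology, since kit and population are confounded and the weakly expressed genes could not be tested.

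In the neural-like cells, 3 knockout plates were compared with 3 wild-type plates. By marker expression, knockout plates 4, 5 and 6 held 60, 112 and 43 such cells. Leiden clusters named neural held 4, 111 and 37 cells of these plates, and clusters without a name 57, 0 and 1. The kinds of neural-like cells may thus differ between the plates. edgeR called 0 of 7145 genes, with 419 at an unadjusted p under 0.05. DESeq2 called 3, with 201 at an unadjusted p under 0.05, and groups from Leiden clusters gave 3. With no filter on low counts 173 were called. Without plate 4 the number was 2 and without plate 5 it was 1. Chance could not be excluded. With 0 genes called, all 10 of the 10 splits give as many by definition, so the splits decide nothing. On simulated changes the same test called 48 of 200. *Kat8* had a log2 change of -1.10 (SE 0.61, adjusted p = 0.82, edgeR). Genes chosen after their values were seen were *Lhx6* at -5.92, besides *Xist* at -2.33 and *Ddx3y* at 7.98, with a lowest adjusted p of 0.095 among all genes. Genotype and plate cannot be told apart here. Sex is partly confounded with them. Over all cell types, knockout plates 4, 5 and 6 held 63, 50 and 87 cells with *Xist* only. No comparison within such cells was run.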
